# Interleukin‐4 receptor alpha signaling regulates monocyte homeostasis

**DOI:** 10.1096/fj.202101672RR

**Published:** 2022-09-05

**Authors:** Patrick Haider, Julia B. Kral‐Pointner, Manuel Salzmann, Florian Moik, Sonja Bleichert, Waltraud C. Schrottmaier, Christoph Kaun, Mira Brekalo, Michael B. Fischer, Walter S. Speidl, Christian Hengstenberg, Bruno K. Podesser, Kurt Huber, Ingrid Pabinger, Sylvia Knapp, Frank Brombacher, Christine Brostjan, Cihan Ay, Johann Wojta, Philipp J. Hohensinner

**Keywords:** homeostasis, immunity, innate, interleukin‐4, monocytes, receptors, signal transduction

## Abstract

Interleukin‐4 (IL‐4) and its receptors (IL‐4R) promote the proliferation and polarization of macrophages. However, it is unknown if IL‐4R also influences monocyte homeostasis and if steady state IL‐4 levels are sufficient to affect monocytes. Employing full IL‐4 receptor alpha knockout mice (IL‐4Rα^−/−^) and mice with a myeloid‐specific deletion of IL‐4Rα (IL‐4Rα^f/f^ LysM^cre^), we show that IL‐4 acts as a homeostatic factor regulating circulating monocyte numbers. In the absence of IL‐4Rα, murine monocytes in blood were reduced by 50% without altering monocytopoiesis in the bone marrow. This reduction was accompanied by a decrease in monocyte‐derived inflammatory cytokines in the plasma. RNA sequencing analysis and immunohistochemical staining of splenic monocytes revealed changes in mRNA and protein levels of anti‐apoptotic factors including *BIRC6* in IL‐4Rα^−/−^ knockout animals. Furthermore, assessment of monocyte lifespan in vivo measuring BrdU^+^ cells revealed that the lifespan of circulating monocytes was reduced by 55% in IL‐4Rα^−/−^ mice, whereas subcutaneously applied IL‐4 prolonged it by 75%. Treatment of human monocytes with IL‐4 reduced the amount of dying monocytes in vitro. Furthermore, IL‐4 stimulation reduced the phosphorylation of proteins involved in the apoptosis pathway, including the phosphorylation of the NFκBp65 protein. In a cohort of human patients, serum IL‐4 levels were significantly associated with monocyte counts. In a sterile peritonitis model, reduced monocyte counts resulted in an attenuated recruitment of monocytes upon inflammatory stimulation in IL‐4Rα^f/f^ LysM^cre^ mice without changes in overall migratory function. Thus, we identified a homeostatic role of IL‐4Rα in regulating the lifespan of monocytes in vivo.

**Abbreviations**
BrdU: bromodeoxyuridine
CXCR4: CXC‐motif chemokine receptor 4
MCP‐1: monocyte chemoattractant protein‐1
M‐CSF: macrophage colony‐stimulating factor
sTNF‐RI: soluble tumor necrosis factor receptor‐I

## 1 INTRODUCTION

Interleukin (IL)‐4, produced by cells such as mast cells, granulocytes or ILC2 cells, is, like IL‐13, a key cytokine modulating the immune system to propagate an expansion of T_helper_‐2 cells.^1^ Furthermore, both cytokines lead to the polarization of macrophages to an alternatively activated state associated with wound healing, helminth infections, and allergic disorders.^2^, ^3^

IL‐4 binds with high affinity to the IL‐4 receptor alpha chain (IL‐4Rα, CD124) together with the common gamma chain (γ_c_, CD132) or with the IL‐13 receptor alpha 1 chain (IL‐13Rα1, CD126), whereas IL‐13 binds preferably to the IL‐13Rα1 chain, which then forms a heterodimer with IL‐4Rα. Myeloid cells express both types of IL‐4 receptors, “Type I” receptors (IL‐4Rα, γ_c_) as well as “Type II” receptors (IL‐4Rα, IL13Rα1).^4^, ^5^ While Type II receptor activation mainly leads to the phosphorylation of STAT6,^6^ Type I receptors further recruit and activate insulin receptor substrate 2 molecules, leading to the downstream activation of phosphoinositide 3‐kinase and Ras GTPase pathways.^7^

Recently, IL‐4 was shown to be an alternative proliferation factor for tissue macrophage populations independent of macrophage colony‐stimulating factor (M‐CSF).^8^ This expanded role of IL‐4 beyond inflammation as a homeostatic factor led us to hypothesize, that IL‐4 signaling not only affects macrophages, but also monocytes, as these cells share a common myeloid progenitor.

By making use of a full and a myeloid‐specific IL‐4Rα knockout mouse line, we found that IL‐4 receptor expression during homeostatic conditions determined the amount of circulating monocytes by prolonging their lifespan as well as by reducing the induction of cell death and subsequent removal in the spleen. These findings were further supported by an exploratory analysis in a human cohort of 458 individuals. IL‐4 levels in serum were significantly associated with the blood level of monocytes in this cohort. Furthermore, the recruitment of monocytes to sites of inflammation was diminished in IL‐4Rα‐deficient mice with reduced circulating monocyte amounts, although IL‐4 was not found to be chemotactic to monocytes. Thus, our study identified a previously unknown role of IL‐4Rα signaling as regulator of monocytes' amount and lifespan in homeostasis.

## 2 MATERIAL AND METHODS

### 2.1 Study approvals and ethics declarations

All animal experiments were performed in accordance to the NIH Guide for the Care and Use of Laboratory Animals and were approved by the animal ethics board of the Medical University of Vienna and the Austrian Federal Ministry of Education, Science and Research (BMBWF 2020‐0.073.943).

Patients were included after providing their written informed consent for study participation. The study was conducted in accordance with the Declaration of Helsinki and approved by the ethics committee of the Medical University of Vienna (EK 126/2003).

Whole blood was collected from healthy human donors after written informed consent was given. All studies were performed according to recommendations of the ethical board of the Medical University of Vienna (EK 1575/2014).

### 2.2 Mice

C57BL/6J mice were bred in house; IL‐4Rα^−/−^ mice,^9^ IL‐4R^f(loxP)/f(loxP)^ mice^10^ and their respective littermates were provided by Frank Brombacher; LysM^cre^ mice were provided by Sylvia Knapp. Animals were kept under specific pathogen free conditions. Room temperature and humidity were kept constant at 22° ± 1°C and 50%–60% humidity, and a 12/12 h light/dark cycle was used. Animals were kept in groups of 5 in type IIL Polysulfon cages. They were fed with standard chow and provided with autoclaved drinking water ad libitum. The animal floors were secured 24 h a day and animals were checked daily by the care takers or researchers.

### 2.3 Human subjects

Patient data as well as blood monocyte counts and serum IL‐4 levels were obtained from the Vienna CATS study, a large‐scale, prospective, observational cohort study conducted at the Medical University of Vienna, Austria. Specifics on study design and characteristics were reported in detail previously.^11^ Of note, the Vienna CATS study included only cancer patients with newly diagnosed cancer or progression of disease after complete or partial remission who have not recently received chemotherapy (within the last 3 months), radiotherapy, and surgery (within the last 2 weeks). For this exploratory analysis, a sub‐cohort of patients was selected from the overall study population based on the availability of baseline monocyte counts and serum IL‐4 levels, excluding patients with hematologic and cerebral malignancies due to their specific nature of the disease.

### 2.4 Primary human monocyte culture

Peripheral blood mononuclear cells (PBMCs) were collected by density gradient centrifugation as published previously.^12^ Monocytes were then isolated from the PBMCs by negative selection using EasySep Human Monocyte Enrichment Kit without CD16 Depletion (Stemcell Technologies, Vancouver, British Columbia, Canada) following the manufactures' protocol. In total, monocytes from 12 male and 7 female individual human donors were included into this study.

### 2.5 Genotyping of mice

Each animal, except the C57BL/6J wild‐type mice, was genotyped before the experiment. Therefore, tissue was collected at time of toe clipping (neonatal mice at the age of 5–7 days) and used for genotyping. DNA was extracted using the Maxwell 16 Mouse Tail DNA Purification Kit on a Maxwell robot (both Promega, Madison, WI, USA). PCR was performed using GoTaq G2 Green Master Mix (Promega, Madison, WI, USA) as well as the following primers: IL‐4Rα P1 (ggctgcagacctggaataacc), IL‐4Rα P2 (cctttgagaactgcgggct), IL‐4Rα EXON 8R (ctcggcgcactgacccatct), IL‐4Rα EXON 7F (tgacctacaaggaacccaggc), IL‐4Rα INTRON 6R (gtttcctcctaccgctgatt), LysMcre425 (cccagaaatgccagattacg), LysMcre426 (cttgggctgccagaatttctc), LysMcre427 (ttacagtcggccaggctgac). Amplified PCR products were then added together with a GeneRuler 100 bp Plus DNA Ladder (Thermo Fisher Scientific, Waltham, MA, USA) onto E‐Gels 2% with Sybr Safe (Thermo Fisher Scientific, Waltham, MA, USA) and electrophoresis was performed in an E‐Gel Power Snap Electrophoresis Device (Thermo Fisher Scientific, Waltham, MA, USA).

### 2.6 Flow cytometry

For flow cytometric staining, cells were resuspended in phosphate buffered saline solution (PBS), pH 7.4, containing 2% fetal bovine serum (FBS, MP Biomedicals, Santa Ana, CA, USA), and unspecific antibody binding was blocked using anti‐human/mouse TruStain FcX (both Biolegend, San Diego, CA, USA), respectively. Premixed 2x antibody cocktails were added 1:1 to the samples and cells were stained for 15 min at room temperature in the dark. Cells were stained with mixtures of the following antibodies diluted 1:100 in PBS: CD45‐BV650 (30‐F11), CD11b‐PerCP (M1/70), CD11b‐BV711 (M1/70), Ly6G‐APC (1A8), Ly6G‐Alexa488 (1A8), Ly6G‐Alexa700 (1A8), CD115‐PE (AFS98), Ly6C‐BV605 (HK1.4), Ly6C‐PacificBlue (HK1.4), CD3e‐Alexa488 (145‐2C11), B220‐BV421 (RA3‐6B2), F4/80‐FITC (BM8), F4/80‐PE/Cy7 (BM8), CD19‐Alexa488 (6D5), NK1.1‐Alexa488 (PK136), CD117‐APC/Cy7 (2B8), CD135‐BV421 (A2F10) and CXCR4‐APC (L276F12, all Biolegend, San Diego, CA, USA). For apoptosis assessment, cells were stained in 1× AnnexinV binding buffer (eBioscience, San Diego, CA, USA) with AnnexinV‐APC (eBioscience, San Diego, CA, USA) and 7‐AAD (Biolegend, San Diego, CA, USA) following the manufacturers' instructions. All samples were analyzed on an Attune NxT flow cytometer with 3 laser (BRV) configuration (Thermo Fisher Scientific, Waltham, MA, USA). The absolute amount of cells per μl blood or per gram tissue was calculated from the flow cytometric data.

### 2.7 Protein quantification

Cytokine screening was performed in IL‐4Rα knockout mice and wild‐type littermates using the 40 Targets Mouse Inflammation Antibody Array (Abcam, Cambridge, Cambridgeshire, United Kingdom). Validation of cytokine levels was performed in IL‐4Rα^−/−^, IL‐4Rα^f/f^LysM^cre^ mice and their littermates as well as C57BL/6J mice treated with vehicle or IL‐4, using specific ELISAs for the significantly regulated cytokines MCP‐1 (Mouse CCL2/JE/MCP‐1 Quantikine ELISA kit, R&D Systems, Minneapolis, MN, USA), IL‐1α (IL‐1 alpha Mouse Uncoated ELISA kit, Thermo Fisher Scientific, Waltham, MA, USA), IL‐6 (IL‐6 Mouse Uncoated ELISA kit, Thermo Fisher Scientific, Waltham, MA, USA), and sTNF‐RI (Mouse/Rat RNF RI/TNFRSF1A Quantikine ELISA kit, R&D Systems, Minneapolis, MN, USA). Differences in the phosphorylation of proteins involved in apoptotic pathways in human monocytes cultured for 24 h either untreated or with 100 ng/ml IL‐4 (Biolegend, San Diego, CA, USA) in serum‐depleted medium were assessed using the RayBio C‐Series Human Apoptosis Signaling Pathway Array (RayBiotech, Peachtree Corners, GA, USA).The increase in IL‐4 levels in the plasma of C57BL/6J mice treated with IL‐4 compared to vehicle was verified by an IL‐4 ELISA (Mouse IL‐4 Quantikine ELISA kit, R&D Systems, Minneapolis, MN, USA).

### 2.8 RNA sequencing and data analysis

Splenic monocytes were isolated from single cell suspension of spleens using the EasySep Mouse Monocyte Isolation Kit (Stemcell Technologies, Vancouver, British Columbia, Canada). RNA was isolated using the Maxwell RSC simplyRNA tissue kit (Promega, Madison, WI, USA) on a Maxwell RSC isolation robot (Promega, Madison, WI, USA). RNA sequencing was performed at the Core Facilities of the Medical University of Vienna. Sequencing libraries were prepared using the NEBNext Poly(A) mRNA Magnetic Isolation Module and the NEBNext Ultra™ II Directional RNA Library Prep Kit for Illumina according to the manufacturers' protocols (New England Biolabs, Ipswich, MA, USA). Libraries were QC checked on a Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA) using a High Sensitivity DNA Kit (Agilent Technologies, Santa Clara, CA, USA) for correct insert size and quantified using Qubit dsDNA HS Assay (Thermo Fisher Scientific, Waltham, MA, USA). Pooled libraries were sequenced on a NextSeq500 instrument (Illumina, San Diego, CA, USA) in 1 × 75 bp single‐end sequencing mode. Approximately 36 million reads were generated per sample. Reads in fastq format were aligned to the mouse reference genome version GRCm38^13^ with Gencode mV23 annotations^14^ using STAR aligner^15^ version 2.6.1a in 2‐pass mode. Reads per gene were counted by STAR, and differential gene expression was calculated using DESeq2^16^ version 1.22.2. Differently expressed genes (DEGs) were identified by q values (adjusted for multiple testing) smaller than 0.15 and a heat map with hierarchical clustering (Pearson) was created using the online‐tool Morpheus.^17^ For pathway and gene ontology analysis, DEGs were imported into the online‐tool EnrichR^18^ and regulated processes were identified by pathway enrichment using Kyoto Encyclopedia of Genes and Genomes (KEGG) 2019 as well as gene ontology analysis using the GO biological process database 2018.

### 2.9 Histological staining of murine spleen tissue

Spleens were embedded in Tissue‐Tek O.C.T. compound (Sakura Finetek, Alphen aan den Rijn, Zuid‐Holland, The Netherlands) and slowly frozen at −20°C for storage. After cutting 10 μm slides on a cryo‐microtome, the tissue samples were fixed with acetone at −20°C for 10 min and stored at room temperature afterwards. DNA fragmentation was assessed using the DeadEnd Colorimetric TUNEL system (Promega, Madison, WI, USA) following the manufacturers' manual and counterstained for 1.5 min using Mayer's hematoxylin (Morphisto, Offenbach am Main, Hessen, Germany). For immunofluorescent co‐staining of Ly6C with intracellular proteins, rabbit primary antibodies against either BIRC6 (4 μg/ml, Bethyl Laboratories, Montgomery, TX, USA) or cleaved caspase 3 (0.115 μg/ml, Cell Signaling Technology, Danvers, MA, USA) were added together with a rat antibody against Ly6C (1.66 μg/ml, Biolegend, San Diego, CA, USA) and incubated for 1 h at room temperature. Secondary donkey antibodies against rabbit IgG (2.5 μg/ml, DyLight550, Thermo Fisher Scientific, Waltham, MA, USA) and rat IgG (2.5 μg/ml, DyLight650, Thermo Fisher Scientific, Waltham, MA, USA) as well as DAPI (1 μg/ml, Sigma‐Aldrich, St. Louis, MO, USA) were added and slides were incubated for 1 h at room temperature. The slides were covered with Aqueous Mounting Medium (Abcam, Cambridge, Cambridgeshire, United Kingdom) and images were taken on a TissueFAXS automated slide scanner (TissueGnostics, Vienna, Vienna, Austria) mounted with a Zeiss ×20 objective (0.5 NA), a Baumer HXG40c brightfield and a Hamamatsu ORCA‐Flash 4.0 fluorescence light camera. Confocal images were taken on a Zeiss LSM700 confocal laser microscope mounted with a ×63 oil objective (1.4 NA) using a pinhole of 1 airy unit. The pictures were exported as 16‐bit single‐channel tiff files and were analyzed with FIJI^19^ for protein quantification on Ly6C^+^ cells.

### 2.10 Histological staining of isolated human monocytes

Isolated monocytes were seeded in RPMI1640 cell culture medium (Thermo Fisher Scientifc, Waltham, MA, USA) supplemented with 0.5% FBS (MP Biomedicals, Santa Ana, CA, USA) into Nunc LabTek 8 chamber slides (Thermo Fisher Scientific, Waltham, MA, USA) and incubated for 24 h either in the presence or absence of 100 ng/ml human recombinant Interleukin‐4 (Biolegend, San Diego, CA, USA). Afterwards, the cells were fixed and permeabilized using 4% formaldehyde/0.5% Triton‐X (both Sigma‐Aldrich, St. Louis, MO, USA). Intracellular NFκBp65 was stained using a rabbit primary antibody against p65 (10 μg/ml, Abcam, Cambridge, Cambridgeshire, United Kingdom) which was incubated for 1 h at room temperature as described previously.^20^ A secondary donkey antibody against rabbit IgG (2.5 μg/ml, DyLight550, Thermo Fisher Scientific, Waltham, MA, USA) as well as phalloidin—iFluor488 (1:1000, Abcam, Cambridge, Cambridgeshire, United Kingdom) and DAPI (1 μg/ml, Sigma‐Aldrich, St. Louis, MO, USA) were added and slides were incubated for 1 h at room temperature. The slides were covered with Aqueous Mounting Medium (Abcam, Cambridge, Cambridgeshire, United Kingdom) and confocal images were taken on a Zeiss LSM700 confocal laser microscope mounted with a ×63 oil objective (1.4 NA) using a pinhole of 1 airy unit. The pictures were exported as 16‐bit single‐channel tiff files and were analyzed with FIJI^19^ for protein quantification.

### 2.11 In vivo studies

All animals were used between 8 and 16 weeks of age. Lifespan of cells was assessed using 50 μg/g body weight of BrdU (Biolegend, San Diego, CA, USA). BrdU staining was analyzed at different time points using the Phase‐Flow Alexa Fluor 647 BrdU Kit (Biolegend, San Diego, CA, USA) as well as surface antibodies to gate for different leukocyte populations. For subcutaneous IL‐4 application, osmotic pumps (Alzet 1007D, Durect Corporation, Cupertino, CA, USA) were implanted, filled either with IL‐4 (Miltenyi Biotec, Bergisch Gladbach, Nordrhein‐Westfalen, Germany) or vehicle only. IL‐4 was applied at 2.1 μg/kg/h over 5 days to achieve a concentration of approximately 200 pg/ml. Calculations were based on pharmacokinetic studies on recombinant IL‐4 in human patients^21^ and dose translation to mouse was done using the method published by Reagan‐Shaw.^22^ For the analysis of monocyte recruitment upon a mild sterile inflammatory stimulus, an intraperitoneal injection of 0.5 ml thioglycollate was performed, utilizing a modified protocol previously described by us.^23^ Twelve hours after thioglycollate application, the peritoneal cavity was flushed with PBS supplemented with 3 mM EDTA and cells were analyzed by flow cytometry.

### 2.12 Human patient cohort

Monocyte counts were measured from venous blood samples using an XE‐5000 hematology analyzer (Sysmex, Vienna, Vienna, Austria). IL‐4 levels were measured previously in the Vienna CATS study,^24^ using a Human IL‐4 Magnetic Luminex Assay (R&D Systems, Minneapolis, MN, USA) on a Luminex Analyzer.

### 2.13 Chemotaxis Boyden chamber assay

Migration upon a chemotactic stimulus was assessed using the QCM Chemotaxis Cell Migration Assay with 5 μm pore size (Merck, Kenilworth, NJ, USA) following the manufacturers' protocol with 4‐h incubation at 37°C. The following conditions were studied: cell culture medium (RPMI 1640 + 1% BSA) alone, cell culture medium supplemented with 100 ng/ml IL‐4, and cell culture medium supplemented with 10% FBS. Total cell amounts were quantified by flow cytometry of a defined volume using an Attune NxT flow cytometer.

### 2.14 Quantitative PCR

RNA from cell culture lysates was prepared using Maxwell RSC simplyRNA Tissue kits on a Maxwell RSC Instrument (both Promega, Madison, WI, USA). cDNA was created using a 1:1 Oligo(dT)/Random Primer Reverse Transcriptase Mix (Promega, Madison, WI, USA). qPCR was performed on a CFX Connect Real‐Time PCR Detection System (Bio‐Rad Laboratories, Hercules, CA, USA). For the detection of different genes, primers were designed using Universal Probe Library (UPL) system (Roche, Basel, Switzerland) and qPCR was performed using GoTaq Probe qPCR Master Mix (Promega, Madison, WI, USA). Primer sequences and used UPL probes were as following: human/murine 18S (FWD‐gggttcgattccggagag, REV‐tcgggagtgggtaatttgc, UPL 40), human GAPDH (FWD‐agccacatcgctcagacac, REV‐gcccaatacgaccaaatcc, UPL 60), human Beta‐actin (FWD‐ccaaccgcgagaagatga, REV‐ccagaggcgtacagggatag, UPL 64), murine GAPDH (FWD‐agcttgtcatcaacgggaag, REV‐tttgatgttagtggggtctcg, UPL 9), and murine Beta‐actin (FWD‐ctaaggccaaccgtgaaaag, REV‐accagaggcatacagggaca, UPL 64), murine IL‐1α (FWD‐ttggttaaatgacctgcaaca, REV‐gagcgctcacgaacagttg, UPL 52), murine MCP‐1 (FWD‐catccacgtgttggctca, REV‐gatcatcttgctggtgaatgagt, UPL 62), human IL‐1α (FWD‐ggttgagtttaagccaatcca, REV‐tgctgacctaggcttgatga, UPL 6), human MCP‐1 (FWD‐ttctgtgcctgctgctcat, REV‐ggggcattgattgcatct, UPL 83), murine BIRC6 (FWD‐ ctttgcagtctctctctcatgc, REV‐ gcttccagctttgctttctg, UPL 41). *C*_*t*_ values were calculated by regression and normalized by the ΔΔC_*t*_ method onto 18S, GAPDH and Beta‐actin as housekeeping genes and relativized to unstimulated monocytes.

### 2.15 Statistics

Statistical analysis was performed using GraphPad Prism 8. Normality was assessed using D'Agostino–Pearson test (*n* ≥ 8) or Shapiro–Wilk test (*n* < 8). For normally distributed data an unpaired or paired *t*‐test was calculated comparing two groups, or one‐way ANOVA was performed for more than two groups. Non‐normally distributed data were assessed with Mann–Whitney test for two groups. Data on antibody arrays (cytokines, apoptosis) were corrected for multiple testing using the two‐stage linear step‐up procedure of Benjamini, Krieger, and Yekutieli. For comparison of the genotypes at different time points in the kinetic studies, a two‐way ANOVA was performed with Tukey correction for multiple testing. For Pearson's correlation coefficient a linear regression was calculated in GraphPad Prism 8. Unless otherwise stated, summary data are always shown as mean ± SD.

## 3 RESULTS

### 3.1 Circulating monocyte numbers are reduced in IL‐4Rα knockout mice

Leukocyte populations in the blood of two different IL‐4Rα knockout mouse lines^9^, ^10^ were analyzed (Figure S1A and for gating S1B). Compared to WT, IL‐4Rα^−/−^ mice had a significant reduction of circulating CD45^+^ leukocytes (Figure 1A). From the CD45+ cell populations analyzed, CD11b^+^CD115^+^ monocytes were significantly reduced by 47% (Figure 1B). This reduction was observed in both the Ly6C^high^ and the Ly6C^low^ monocyte subsets (Figure 1C). Similar reductions in leukocyte populations were found in IL‐4Rα^f/f^ LysM^cre^ knockout animals (Figure 1D,E). The absolute numbers of CD11b^+^Ly6G^+^ neutrophils, CD11b^−^CD3^+^ T cells and CD11b^−^B220^+^ B cells did not differ significantly in our analysis, although on average, there was a trend toward reduction in knockout mice compared to the respective wild types (Figures 1F and S1C).

**FIGURE 1:**
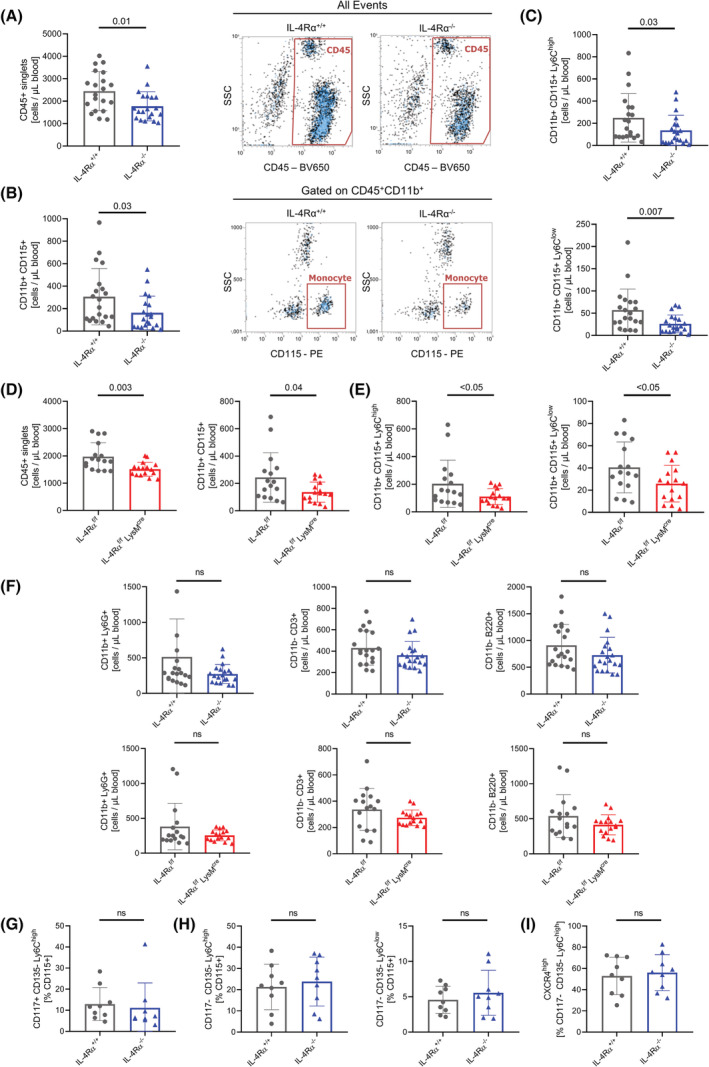
Circulating monocyte numbers are reduced in IL‐4Rα knockout mice. (A–C) Flow cytometry analysis of absolute numbers of CD45^+^ leukocytes (A), CD11b^+^CD115^+^ monocytes (B), and monocyte subsets (C) in the blood of IL‐4Rα^+/+^ and IL‐4Rα^−/−^ mice (*n* = 20 per genotype). (D,E) Flow cytometry analysis of absolute numbers of CD45^+^ leukocytes and CD115^+^ monocytes (D) and monocyte subsets (E) in the blood of IL‐4Rα^f/f^ and IL‐4Rα^f/f^ LysM^cre^ mice (*n* = 16 per genotype). (F) Flow cytometry analysis of absolute numbers of CD11b^+^Ly6G^+^ granulocytes, CD11b^−^CD3^+^ T cells and CD11b^−^B220^+^ B cells in the blood of IL‐4Rα^+/+^ and IL‐4Rα^−/−^ mice (*n* = 20 per genotype) as well as in the blood of IL‐4Rα^f/f^ and IL‐4Rα^f/f^ LysM^cre^ mice (*n* = 16 per genotype). (G–I) Flow cytometry analysis of relative amount of CD115^+^CD117^+^CD135^−^Ly6C^high^ common monocyte precursor cells (G), CD115^+^CD117^−^CD135^−^ monocyte subsets (H), and CD115^+^Ly6C^high^CXCR4^high^ monocytes (I) in the bone marrow of IL‐4Rα^+/+^ and IL‐4Rα^−/−^ mice (*n* = 9 per genotype, ns = not significant).

As monocytes arise from myeloid progenitor cells in the bone marrow,^25^ we assessed the bone marrow of the mice (gating Figure S1D). Adult mice lacking IL‐4Rα showed similar amounts of CD115^+^CD117^+^CD135^−^ myeloid progenitor and CD115^+^CD117^−^CD135^−^ Ly6C^high^ and Ly6C^low^ monocytes in their bone marrow, compared to respective WT littermates (Figures 1G,H and S1E). As CXC‐motif chemokine receptor 4 (CXCR4) signaling leads to the retention of (pre‐)monocytes in the bone marrow,^26^ we quantified the amount of CXCR4^high^Ly6C^high^ monocytes, but did not observe any significant differences (Figure 1I). These findings suggest that IL‐4Rα expression is related to circulating monocyte counts, but the amount of monocytes and their direct precursors (CD115^+^CD117^+^CD135^−^ cells) in bone marrow is similar between WT and IL‐4Rα knockout animals in our experiments.

### 3.2 Inflammatory cytokine levels are reduced in the plasma of IL‐4Rα‐deficient mice

We next asked, if circulating cytokine levels would be altered in IL‐4Rα knockout animals. Using a cytokine array assay compared to WT, IL‐4Rα^−/−^ mice had significantly reduced levels of inflammatory cytokines IL‐1α, monocyte chemoattractant protein‐1 (MCP‐1) and soluble tumor necrosis factor receptor‐I (sTNF‐RI) in their plasma, after correction for multiple testing (Figure 2A,B; Table S1). When quantifying IL‐1α and MCP‐1 plasma levels by ELISA (Figure 2C,D) we could confirm the significant downregulation of these cytokines in IL‐4Rα^−/−^ mice that was seen when using the cytokine array. We also quantified IL‐6 levels by ELISA, as this cytokine was the most upregulated hit in the array data, but similar to the cytokine array, IL‐6 levels did not significantly differ between WT and IL‐4Rα^−/−^ mice (Figure 2E). To evaluate the specific, myeloid cell‐intrinsic contribution for altered cytokine levels, we quantified IL‐1α, MCP‐1, and IL‐6 in IL‐4Rα^f/f^ LysM^cre^ mice. In line with the full body knockout, IL‐1α (Figure 2F) and MCP‐1 (Figure 2G) levels were reduced in the plasma of IL‐4Rα^f/f^ LysM^cre^ mice, whereas we did not observe any difference in IL‐6 levels (Figure 2H). sTNF‐RI was only significantly reduced in IL‐4Rα^−/−^ but not in IL‐4Rα^f/f^ LysM^cre^ mice (Figure S1F).

**FIGURE 2:**
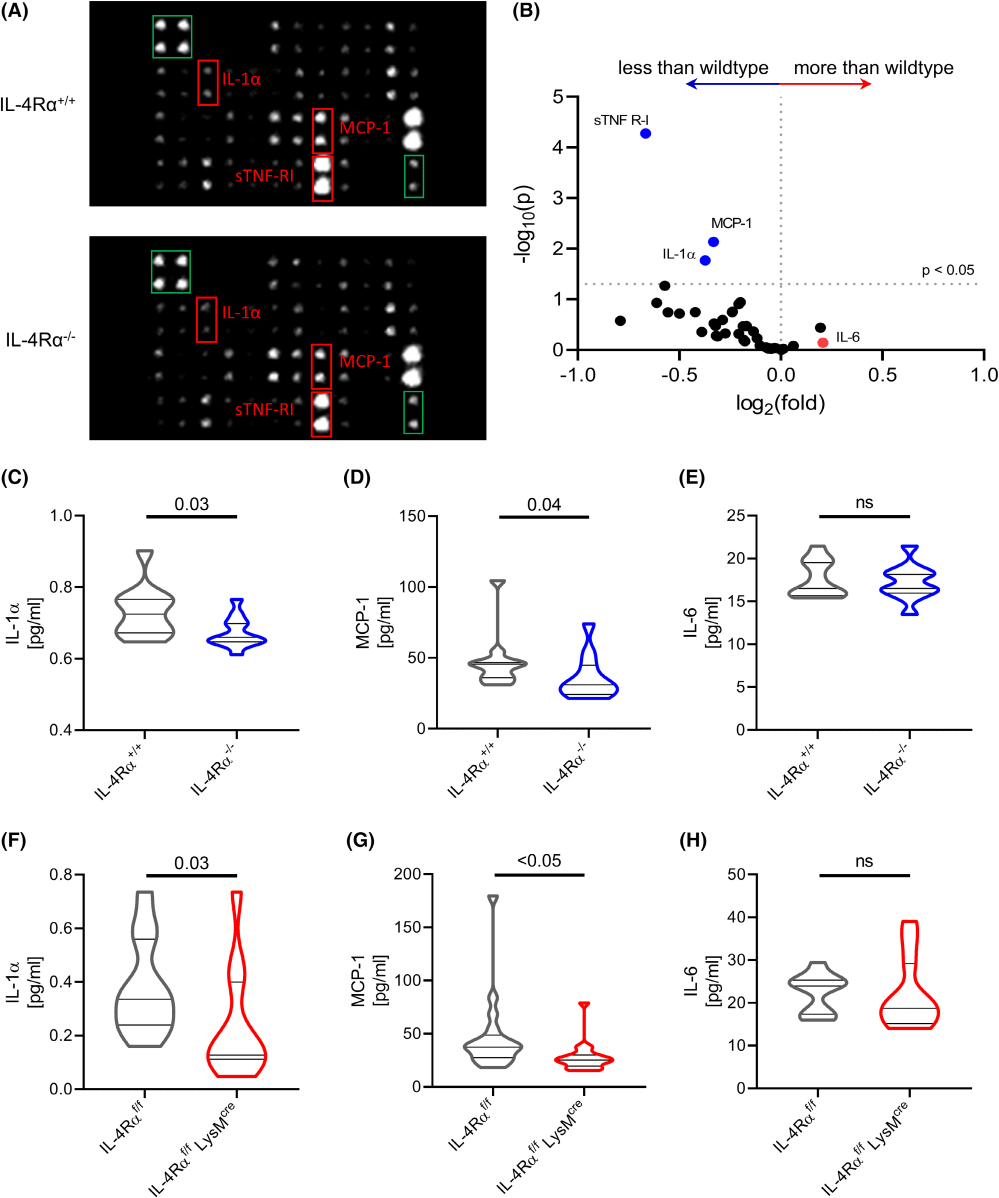
Inflammatory cytokine levels are reduced in the plasma of IL‐4Rα‐deficient mice. (A,B) Arrays of antibodies against 40 plasmatic cytokines were incubated with plasma from IL‐4Rα^+/+^ and IL‐4Rα^−/−^ mice. Red boxes mark significantly regulated cytokines, green boxes mark normalization controls (A, both images were adjusted for brightness and contrast equally). Volcano plot of the cytokine array, cytokines of interest are labeled and marked with colors (B). (*n* = 4 per genotype) (C–E) Violin plots of IL‐1α (C), MCP‐1 (D) and IL‐6 (E) quantified in plasma of IL‐4Rα^+/+^ and IL‐4Rα^−/−^ mice (*n* = 11 per genotype, ns = not significant). (F–H) Violin plots of IL‐1α (F), MCP‐1 (G), and IL‐6 (H) quantified in plasma of IL‐4Rα^f/f^ and IL‐4Rα^f/f^ LysM^cre^ mice (*n* = 18 per genotype, ns = not significant).

To assess if IL‐4 directly influences the expression of IL‐1α, IL‐6, or MCP‐1 by monocytes, we stimulated human (Figure S2A) as well as murine (Figure S2B) monocytes with IL‐4 and quantified the transcription of IL‐1α (*IL1A*), IL‐6 (*IL6*) as well as MCP‐1 (*CCL2*), but no significant induction in mRNA expression by IL‐4 was observed. Summarizing, we found that both our IL‐4Rα deficient mouse strains had reduced amounts of MCP‐1 and IL‐1α in their plasma.

### 3.3 IL‐4Rα knockout alters transcriptome of splenic monocytes

In addition to the circulation, monocytes are also present in a splenic reservoir during homeostasis.^27^, ^28^ Therefore, we analyzed the monocyte content in spleens of both IL‐4Rα knockout lines (gating Figure S2C). Increased numbers of splenic monocytes, defined as CD11b^+^F4/80^intermediate^ cells, were found in IL‐4Rα^−/−^ and IL‐4R^f/f^ LysM^cre^ mice, compared to respective WT littermates. By further dividing of the CD11b^+^F4/80^intermediate^ monocytes by their Ly6C expression, we found that only the Ly6C^low^ monocyte subset was significantly increased in IL‐4Rα^−/−^ and IL‐4R^f/f^ LysM^cre^ mice (Figure 3A,B), whereas no significant differences were observed for Ly6C^high^ monocytes (Figure S2D).

**FIGURE 3:**
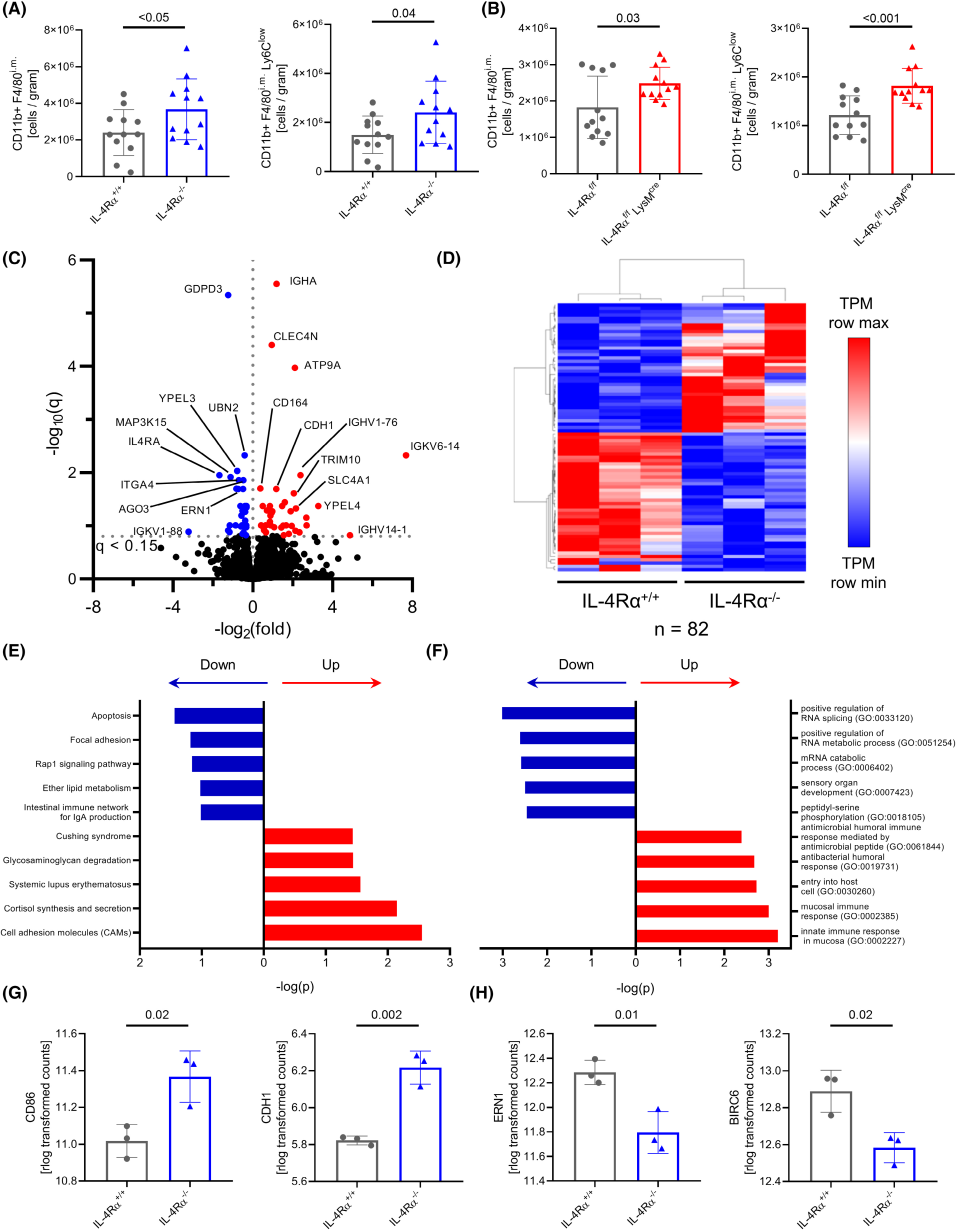
IL‐4Rα knockout alters transcriptome of splenic monocytes. (A,B) Flow cytometry analysis of absolute numbers of CD11b^+^F4/80^i.m^ and CD11b^+^F4/80^i.m^Ly6C^low^ monocytes in the spleens of IL‐4Rα^+/+^ and IL‐4Rα^−/−^ mice (A, *n* = 12 per genotype) and IL‐4Rα^f/f^ and IL‐4Rα^f/f^ LysM^cre^ mice (B, *n* = 12 per genotype). (C–H) RNAseq analysis of splenic monocytes from IL‐4Rα^+/+^ and IL‐4Rα^−/−^ mice. Volcano plot of differently regulated genes. Color dots represent DEGs (C). Pearson's hierarchical clustering (D). Top significant altered KEGG pathways (E). Top significant altered GO terms (F). Counts (rlog transformed) per gene for targets *CD86* and *CDH1* identified as DEGs in the KEGG “Cell adhesion molecules (CAMs)” pathway (G). Counts (rlog transformed) per gene for the targets *ERN1* and *BIRC6* identified as DEGs in the KEGG “Apoptosis” pathway (H) (C–H, *n* = 3 per genotype).

To identify transcriptional changes in the absence of IL‐4Rα, splenic monocytes were analyzed by bulk RNA sequencing. 

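The 6 libraries came from splenic monocytes of 1 mouse each, with 3 mice per genotype. In the negative selection used, antibodies bind the other leukocytes, which are removed while the monocytes stay untouched. Polyadenylated RNA was made into directional libraries and sequenced as single-end reads of 75 bp. The authors aligned the reads to the GRCm38 mouse genome with STAR and deposited the number of reads counted on each of 55421 genes, without normalization. Between 26807281 and 29033297 reads per mouse were counted on genes, with a median of 27736139 in IL‐4Rα+/+ and 28796284 in IL‐4Rα-/- mice. With the reads that were unmapped, mapped to several places, lay outside genes or were ambiguous, each library held 34312041 to 37007178 reads, with a median of 36315149 over the 6 libraries, near the depth the paper states. All values given here use the reads counted on genes. The counts were normalized for library size by edgeR's TMM method and are given as CPM, that is, counts scaled to libraries of the same total. Genes with enough counts for a test were chosen by edgeR's filterByExpr function, which left 13849 genes. Which of STAR's strand columns was deposited is not named in the paper's text, so genes that overlap another gene are uncertain. The targeted gene, *Il4ra* (ENSMUSG00000030748.9), lies on the plus strand of chromosome 7 of GRCm38 from 125552120 to 125579474 and overlaps 1 annotated antisense gene. It had 3903, 3550 and 4686 counts in IL‐4Rα+/+ replicates 1, 2 and 3, and 781, 2268 and 940 counts in IL‐4Rα-/- replicates 1, 2 and 3. Its level was 147 ± 25.8 CPM (SD, n = 3) in IL‐4Rα+/+ and 46.4 ± 28.7 CPM (SD, n = 3) in IL‐4Rα-/- monocytes. The ranges of the genotypes did not overlap, and IL‐4Rα-/- replicate 2 kept the most reads among the IL‐4Rα-/- libraries.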

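A principal component analysis was made from the rlog-transformed counts of the 500 most variable genes over the 6 libraries. Component 1 held 54.7% of the variance and component 2 held 17.3%. The scores on component 1 were -9.30, -6.42 and 6.11 for IL‐4Rα+/+ replicates 1, 2 and 3, and -0.811, 16.9 and -6.50 for IL‐4Rα-/- replicates 1, 2 and 3, so the ranges of the genotypes overlapped. On component 2 the scores were 9.32, -5.12 and -4.60 in IL‐4Rα+/+ and -0.629, 3.76 and -2.73 in IL‐4Rα-/- libraries, again with overlap. Of the total variance of these genes, 14.6% lay between the genotypes. Among the 10 ways of splitting the libraries 3 against 3, 8 gave a share at least as large (exact permutation test, p = 0.8, where the smallest possible p is 0.10). The other splits gave between 10.4% and 39.6%. Among the alternatives that used all 6 libraries, the share rose most, to 20.2%, when all genes tested were used in place of the 500 most variable (exact permutation test, p = 0.5). The gene with the strongest loading on component 1 was *Xist*, which is expressed from the inactive X chromosome, and the Y chromosome genes *Ddx3y*, *Eif2s3y* and *Kdm5d* were also among the 30 strongest. These genes were chosen after their values were seen. Of the same 30 genes, 9 encode pancreatic enzymes, which had most of their counts in IL‐4Rα-/- replicate 2.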

The overall transcriptome of IL‐4Rα^−/−^ splenic monocytes was not significantly altered compared to WT, as no clustering between samples was observed in principle component analysis (Figure S2E). We identified 82 differently expressed genes (DEGs, Figure 3C,D) using DESeq2,^16^ which were then further analyzed using the EnrichR tool.^18^ 

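The test of differential expression was edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 13849 genes, at the paper's threshold of an adjusted p-value under 0.15. No gene passed (0 genes), and the smallest adjusted p-value was 0.618. At an unadjusted p-value under 0.05 there were 1120 genes, of which 605 were lower and 515 higher in IL‐4Rα-/- monocytes. The CPM values of the genotypes did not overlap in 2146 genes, which is 15.5% of those tested, where chance gives 10%. With the replicate number as a block, 0 genes passed, the smallest adjusted p-value was 0.812 and 765 genes had an unadjusted p-value under 0.05. The deviations of same-numbered libraries from their group means had a correlation of -0.147, so the numbers did not pair the libraries.
The setting that moved the number of genes most was DESeq2, the tool the paper names. With it, 80 genes had an adjusted p-value under 0.15, of which 39 were higher and 41 lower in IL‐4Rα-/- monocytes. edgeR tested 78 of these, and all 78 had an unadjusted p-value under 0.05 there. Both tools used the same counts, so this is not independent evidence. The genes that DESeq2 called lower had long transcripts, with a median of 8338 bp, against 1813 bp for those called higher and 3128 bp for all genes tested. After a trend of counts with transcript length was removed from each library, a setting chosen after the data were seen, DESeq2 called 25 genes, of which 24 were among the 80.
All 22 genes that Figure 3C,G,H name were called by DESeq2, with the direction shown there. edgeR tested 20 of them, and each had that direction, no overlap between the genotypes and an adjusted p-value of 0.618. The paper picked these genes from the same counts, so their direction and lack of overlap are not independent evidence. Their unadjusted p-values from edgeR's quasi-likelihood test ran from 2.63e-04 for *Igha* to 0.0175 for *Igkv1-88*. The Benjamini-Hochberg adjustment gave all of them the same value. *Il4ra* had a log2 fold change of -1.67 with both edgeR (standard error 0.41) and DESeq2 (standard error 0.37). Its adjusted p-value was 0.0111 with DESeq2, against 0.0111 to 0.994 over the alternatives to edgeR's test. Over 15 further settings of DESeq2, chosen after the data were seen, it lay between 1.49e-29 and 1.00, and 2 of them no longer called the gene. Its log2 fold change was -1.83 with the replicate block. *Igha* (ENSMUSG00000095079.6, chromosome 12 from 113254830 to 113260236), which encodes the constant region of the immunoglobulin A heavy chain, had the smallest unadjusted p-value. Its level was 248 ± 18.6 CPM (SD, n = 3) in IL‐4Rα+/+ and 567 ± 128 CPM (SD, n = 3) in IL‐4Rα-/- libraries, a log2 fold change of 1.19 (standard error 0.17). Immunoglobulin genes are markers of B and plasma cells, so these reads may come from such cells left in the preparation. The variable segment *Igkv6-14* (chromosome 6 from 70434952 to 70435476) had 0 counts in each IL‐4Rα+/+ library and 24, 4 and 93 counts in the IL‐4Rα-/- libraries. Their mean is at least 12.7-fold higher when 3 counts are taken as the smallest level that can be seen. That mean rests mostly on IL‐4Rα-/- replicate 3, at 3.15 CPM against 0.857 and 0.140 CPM in replicates 1 and 2. Of the immunoglobulin genes, DESeq2 called 7 higher, *Igha* among them, and 1 lower. Apart from *Igha* these are variable segments, whose reads can be split between near-identical copies, so their counts are uncertain.

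**Figure D1:**
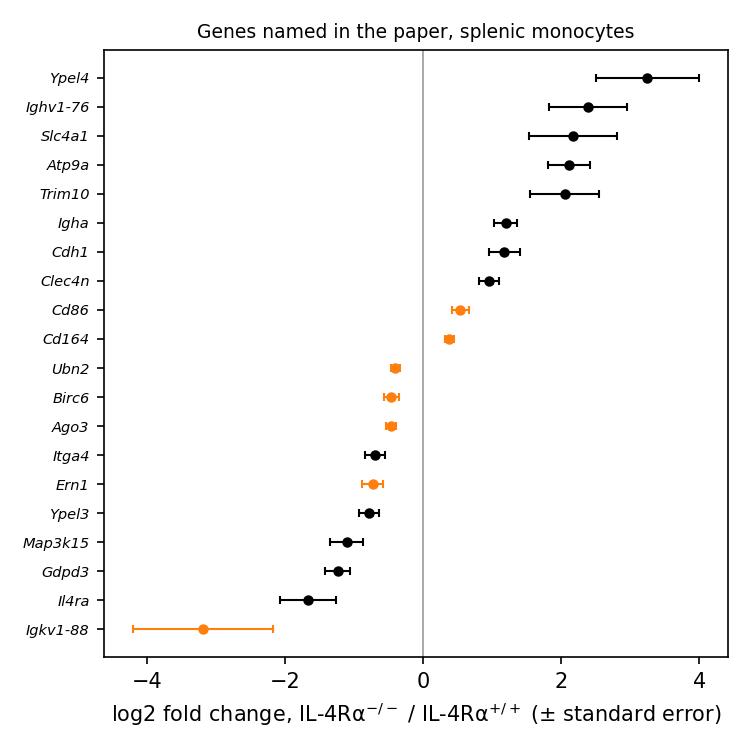
Log2 fold change of IL‐4Rα-/- over IL‐4Rα+/+ splenic monocytes (horizontal axis, with bars for the standard error from edgeR) for the 20 tested genes that the paper names. Black points mark genes that DESeq2 still called after the transcript length trend was removed, and orange points mark genes it no longer called. *Il4ra* sits at -1.67 and *Igha* at 1.19.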

The most significantly altered pathways in KEGG analysis were connected to “Apoptosis” as well as “Cell adhesion molecules (CAMs)” (Figure 3E). Furthermore, GO analysis showed an overrepresentation of antibacterial gene sets compatible with a shift toward T_helper_‐1 responses (Figure 3F). 

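The KEGG gene sets were not used here. In their place, inhibitors and activators of apoptosis were listed by hand, without *Ern1* and *Birc6*. Of the listed genes, 41 were tested. Their counts in IL‐4Rα-/- and IL‐4Rα+/+ monocytes differed at an unadjusted p-value under 0.05 in 4 genes, named here after their values were seen, and all 4 were lower in IL‐4Rα-/- monocytes. *Casp2* is on the list of activators, with a log2 fold change of -0.17 (standard error 0.07). The others are on the list of inhibitors. Their log2 fold change was -0.25 (standard error 0.10) for *Xiap*, -0.19 (standard error 0.07) for *Naip2* and -0.59 (standard error 0.20) for *Naip6*. The *Naip* genes are near-identical copies of one another, so their reads could have been split. Whether the *Naip* genes inhibit apoptosis in monocytes was not tested here. None of the 41 genes (0 genes) had an adjusted p-value under 0.15 when the adjustment was made over these genes alone, and DESeq2 called 0 of them.

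**Figure D2:**
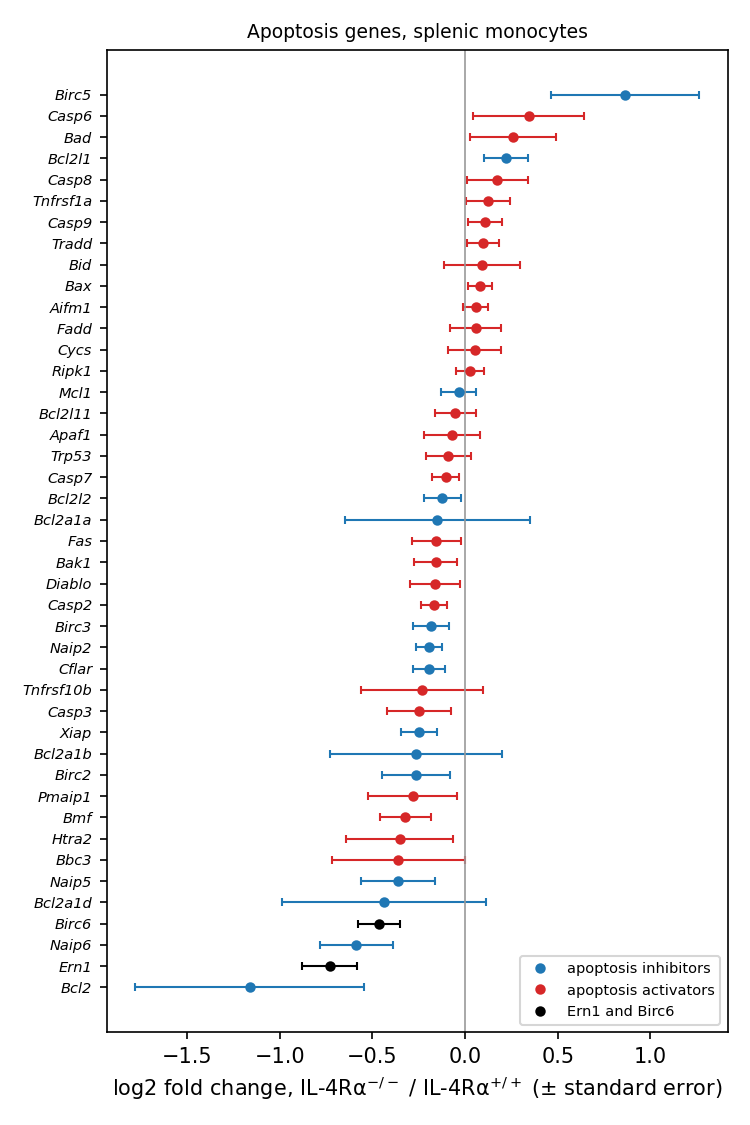
Log2 fold change of IL‐4Rα-/- over IL‐4Rα+/+ splenic monocytes (horizontal axis, with bars for the standard error from edgeR) for the 41 listed genes and for *Ern1* and *Birc6*. Blue points mark genes listed as inhibitors of apoptosis, red points mark genes listed as activators and black points mark *Ern1* and *Birc6*. Of the 4 genes above, *Naip6* has the largest decrease, at -0.59.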

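The GO gene sets were not used here. A list of antimicrobial genes and a list of interferon gamma response genes, which mark a T_helper_‐1 response, were tested in their place with limma's camera test on log2 CPM, adjusted over the 15 lists by Benjamini-Hochberg. Of the 16 antimicrobial genes tested, 13 were higher in IL‐4Rα-/- monocytes. Their mean log2 CPM was 3.91 ± 0.86 (SD, n = 3) in IL‐4Rα+/+ and 5.07 ± 0.78 (SD, n = 3) in IL‐4Rα-/- monocytes, a difference of 1.16 (limma's camera test, adjusted p = 0.00105). With the replicate block the adjusted p-value was 0.00534, with a correlation of same-numbered libraries of -0.147. The values of the genotypes overlapped (two-sided exact permutation test, p = 0.2), and limma's fry test, in which the spread between mice counts in full, gave an adjusted p-value of 0.344. Over all alternatives tried, the adjusted p-value of this list lay between 4.18e-05 and 0.518. When 1 mouse was left out, the difference of the list lay between 0.68 and 1.57. Among the 16 genes, 10 were also on a list of neutrophil markers. The 17 interferon gamma response genes differed by -0.06 in mean log2 CPM (limma's camera test, adjusted p = 0.208, and 0.00697 to 0.961 over the alternatives), with 4 genes higher and 13 lower in IL‐4Rα-/- monocytes. That adjusted p-value was 0.214 with the replicate block.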

Analysis of the individual genes related to the KEGG pathway “Cell adhesion molecules (CAMs)” showed an increased expression of *CD86* (or B7.2) as well as *CDH1* (or E‐cadherin) in IL‐4Rα‐deficient monocytes (Figure 3G).

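*Cd86* (ENSMUSG00000022901.13) lies on the minus strand of chromosome 16 of GRCm38 from 36603869 to 36666081. It had 69.3 ± 6.78 CPM (SD, n = 3) in IL‐4Rα+/+ and 101 ± 14.1 CPM (SD, n = 3) in IL‐4Rα-/- monocytes, a log2 fold change of 0.54 (standard error 0.13, adjusted p = 0.618 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Cdh1* (ENSMUSG00000000303.12) lies on the plus strand of chromosome 8 from 106603351 to 106670246. Its level was far lower, at 1.48 ± 0.0903 CPM (SD, n = 3) in IL‐4Rα+/+ and 3.34 ± 0.500 CPM (SD, n = 3) in IL‐4Rα-/- monocytes, which came from 44, 38 and 40 counts against 104, 101 and 82. The log2 fold change of *Cdh1* was 1.18 (standard error 0.22) with the same adjusted p-value. With the replicate block, the log2 fold change was 0.53 for *Cd86* and 1.17 for *Cdh1*, each with an adjusted p-value of 0.812, and the correlation of same-numbered libraries was -0.147. On the rlog scale that Figure 3G uses, the difference between the genotypes was 0.35 for *Cd86* and 0.39 for *Cdh1*. For both genes each IL‐4Rα-/- library lay above each IL‐4Rα+/+ library (two-sided exact permutation test, p = 0.10, the smallest p that 3 mice against 3 allow). An exact sign flip test on the pairs of the block gave p = 0.25, the smallest it allows. DESeq2 gave an adjusted p-value of 0.107 for *Cd86* and 0.0205 for *Cdh1*. Over the alternatives to edgeR's test, the adjusted p-value lay between 0.107 and 0.994 for *Cd86*, and between 0.0205 and 0.994 for *Cdh1*. Over 15 further settings of DESeq2, chosen after the data were seen, the ranges were 0.00679 to 0.888 for *Cd86*, with 8 settings that no longer called it, and 0.0149 to 1.00 for *Cdh1*, with 6 such settings. Among them, the removal of the transcript length trend gave 0.359 for *Cd86* and 0.0374 for *Cdh1*. Of the 15 settings, 6 left out 1 mouse each and so had fewer libraries. Among those 6, *Cd86* was called in 1 and *Cdh1* in 3.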

As KEGG pathway analysis revealed changes in apoptosis pathways, we determined the DEGs involved in the “Apoptosis” KEGG pathway in our dataset. Two anti‐apoptotic genes, *ERN1* as well as *BIRC6*, were significantly downregulated in monocytes lacking IL‐4Rα (Figure 3H). 

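*Ern1* (ENSMUSG00000020715.9), which encodes the endoplasmic reticulum stress sensor IRE1α, lies on the minus strand of chromosome 11 of GRCm38 from 106394650 to 106487852. It had 194 ± 20.1 CPM (SD, n = 3) in IL‐4Rα+/+ and 117 ± 22.2 CPM (SD, n = 3) in IL‐4Rα-/- monocytes, a log2 fold change of -0.73 (standard error 0.15, adjusted p = 0.618 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Birc6* (ENSMUSG00000024073.16), which encodes a large inhibitor of apoptosis protein, lies on the plus strand of chromosome 17 from 74528295 to 74703356 and overlaps 1 annotated antisense gene. Its level was 286 ± 32.5 CPM (SD, n = 3) in IL‐4Rα+/+ and 207 ± 17.4 CPM (SD, n = 3) in IL‐4Rα-/- monocytes, a log2 fold change of -0.46 (standard error 0.11) with the same adjusted p-value. With the replicate block, the log2 fold change was -0.74 for *Ern1* and -0.46 for *Birc6*, each with an adjusted p-value of 0.812, and the correlation of same-numbered libraries was -0.147. On the rlog scale of Figure 3H, the difference between the genotypes was -0.49 for *Ern1* and -0.31 for *Birc6*. Each IL‐4Rα-/- library lay below each IL‐4Rα+/+ library for both genes (two-sided exact permutation test, p = 0.10, with no smaller p possible at 3 against 3). Over the pairs of the block, the exact sign flip test gave p = 0.25, which is also its smallest. The adjusted p-value from DESeq2 was 0.0205 for *Ern1* and 0.135 for *Birc6*. Over the alternatives to edgeR's test, it lay between 0.0205 and 0.994 for *Ern1*, and between 0.135 and 0.994 for *Birc6*. The 15 DESeq2 settings chosen after the data were seen gave 1.57e-06 to 1.00 for *Ern1*, with 4 that no longer called it, and 0.00543 to 1.00 for *Birc6*, with 11 that no longer called it. Of these settings, 6 left out 1 mouse each and so had fewer libraries. Among those 6, *Ern1* was called in 4 and *Birc6* in 1. The transcripts of both genes are long, at 6946 bp for *Ern1* and 15768 bp for *Birc6*. With the transcript length trend removed from each library, the adjusted p-value from DESeq2 was 0.225 for *Ern1* and 0.603 for *Birc6*, and DESeq2's log2 fold change went from -0.73 to -0.64 for *Ern1* and from -0.46 to -0.28 for *Birc6*.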

Collectively, these findings showed that lack of IL‐4Rα impacts splenic monocyte amounts. Furthermore, transcriptional analysis of isolated monocytes from spleens suggested alterations in the apoptosis pathway due to the lack of IL‐4Rα.

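Taken as lists, the 15 inhibitors of apoptosis tested had a mean log2 CPM of 6.14 ± 0.35 (SD, n = 3) in IL‐4Rα+/+ and 5.97 ± 0.27 (SD, n = 3) in IL‐4Rα-/- monocytes. The difference of -0.17, with 13 genes lower and 2 higher, had an adjusted p-value of 0.0184 from limma's camera test. The libraries of the genotypes overlapped (two-sided exact permutation test, p = 0.5). With the replicate block the adjusted p-value was 0.0328, at a correlation of same-numbered libraries of -0.147. With limma's fry test it was 0.579, and over all alternatives tried it lay between 0.00104 and 0.742. The lowest value came from the alternative that added *Birc6* and *Ern1* to the list. The paper picked these genes from the same data, so that value is not independent. When 1 mouse was left out, the adjusted p-value lay between 0.00129 and 0.463. When IL‐4Rα+/+ replicate 1 was left out, the difference changed sign, to 0.0096. The inhibitors were highest in IL‐4Rα+/+ replicate 1 and lowest in IL‐4Rα-/- replicate 2, at 6.50 and 5.66. A list of Ly6C low monocyte markers, which shares 1 gene with them, had the same extremes, at 8.88 and 7.08. A change of the inhibitors thus cannot be told apart from a difference in the share of Ly6C low monocytes. The 26 activators of apoptosis had a mean log2 CPM of 5.67 ± 0.03 (SD, n = 3) in IL‐4Rα+/+ and 5.62 ± 0.04 (SD, n = 3) in IL‐4Rα-/- monocytes, a difference of -0.05 with an adjusted p-value of 0.350 from the same camera test, 0.25 with the block and 0.108 to 0.742 over the alternatives (two-sided exact permutation test, p = 0.2). In the paper, the KEGG analysis of the DEGs came first and returned the apoptosis pathway, and *ERN1* and *BIRC6* were then taken from it as the DEGs it contained. From its transcriptional analysis the paper proposes that the apoptosis pathway is altered in splenic monocytes that lack IL‐4Rα.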

### 3.4 Increased cell death of splenic monocytes in the absence of IL‐4Rα signaling

As our RNAseq data of splenic monocytes suggested alterations in apoptosis, we aimed to confirm the findings by quantification of apoptosis‐related transcripts in the spleen. IL‐4Rα‐deficient monocytes indeed expressed lower amounts of the anti‐apoptotic protein BIRC6, identified as significantly downregulated DEG in the RNAseq analysis (Figure 4A–C). Furthermore, DNA fragmentation, which is typically generated during apoptosis, was significantly increased in IL‐4Rα^−/−^ mice, compared to WT littermates (Figure 4D,E). Cleavage of caspase‐3 is a central mechanism in programmed cell death.^29^ Cleaved caspase‐3 was strikingly increased in areas staining positive for Ly6C in spleens of IL‐4Rα^−/−^ mice compared to WT littermates (Figure 4F–H), which was verified also by flow cytometric analysis of monocytes in splenic single cell suspensions (Figure S2F). Thus, monocytes in the spleen of IL‐4Rα deficient mice showed increased markers of cell death also on protein level, compared to wild‐type littermates.

**FIGURE 4:**
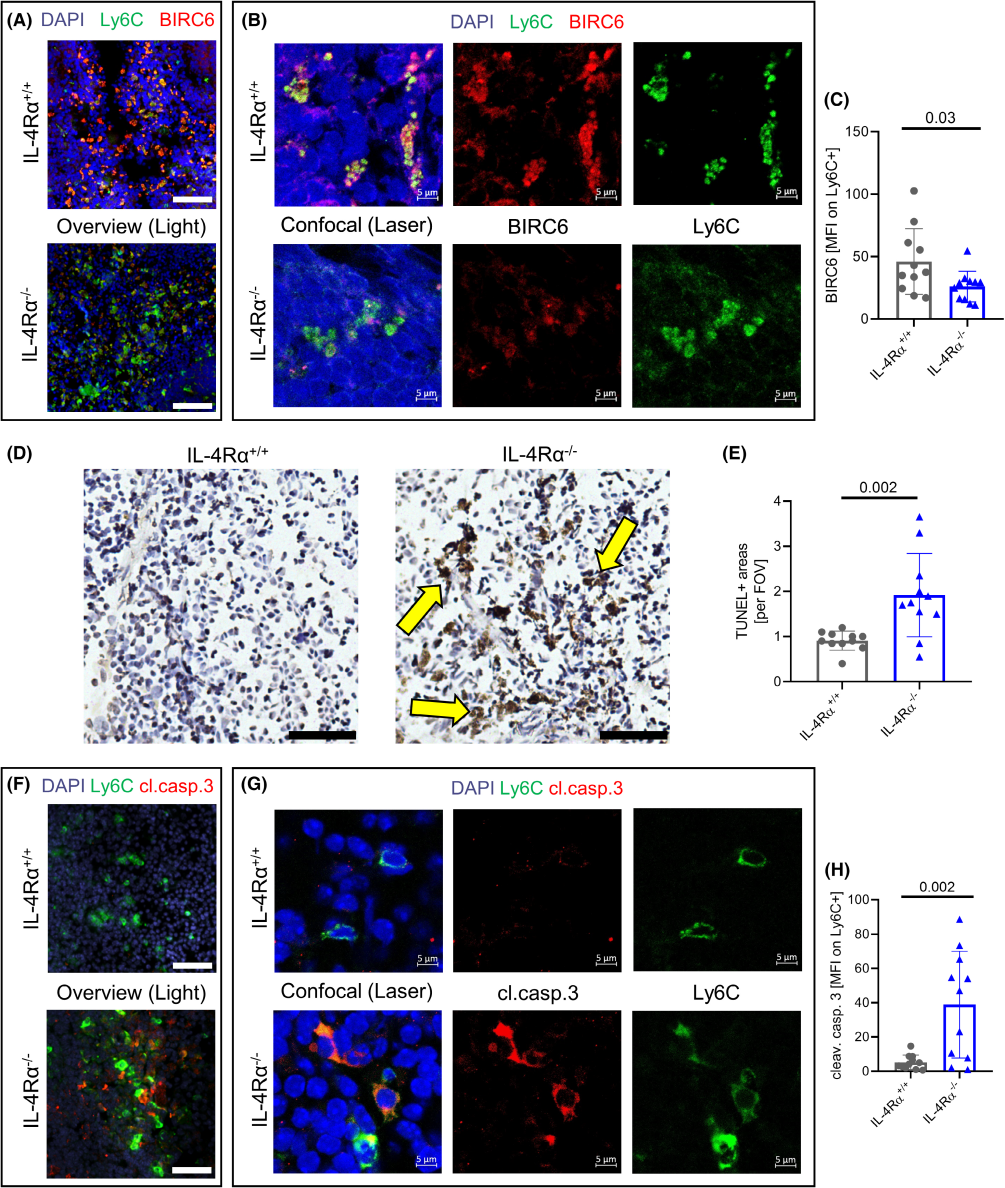
Increased cell death of splenic monocytes in the absence of IL‐4Rα signaling. (A–C) Immunofluorescent co‐staining of Ly6C and BIRC6 in the spleen of IL‐4Rα^+/+^ and IL‐4Rα^−/−^ mice acquired on a TissueFAXS Zeiss observer light microscope; scale bars = 50 μm (A). Confocal laser microscopy of the same samples as in A showing colocalization of BIRC6 with Ly6C signal at a higher magnification acquired on a LSM700 Zeiss laser microscope; scale bars = 5 μm (B). The mean fluorescent intensity of BIRC6 at areas positive for Ly6C (C). (D,E) Immunohistochemical TUNEL staining in the spleen of IL‐4Rα^+/+^ and IL‐4Rα^−/−^ mice acquired on a TissueFAXS Zeiss observer light microscope; scale bars = 50 μm. Yellow arrows indicate TUNEL^+^ areas (D). TUNEL^+^ areas were blindly analyzed in 20 fields of view per sample (E). (F–H) Immunofluorescent co‐staining of Ly6C and cleaved caspase 3 in the spleen of IL‐4Rα^+/+^ and IL‐4Rα^−/−^ mice acquired on a TissueFAXS Zeiss observer light microscope; scale bars = 50 μm (F). Confocal laser microscopy of the same samples as in F showing colocalization of cleaved caspase 3 with Ly6C signal at a higher magnification acquired on a LSM700 Zeiss laser microscope; scale bars = 5 μm (G). The mean fluorescent intensity of cleaved caspase 3 at areas positive for Ly6C was analyzed (H) (*n* = 11 per genotype).

### 3.5 IL‐4 prevents apoptosis of human monocytes

To investigate whether IL‐4 directly affects the survival of monocytes and if the observed findings are conserved between species, we stimulated human monocytes in vitro using IL‐4. IL‐4 treatment significantly increased the proportion of viable cells, being comparable to the stimulation of monocytes using M‐CSF (Figure 5A,B). To identify potentially signaling pathways affected by IL‐4, the phosphorylation of proteins involved in apoptosis was assessed. Compared to IL‐4 stimulated monocytes, significantly more phosphorylated JNK, BAD, TAK1, NFκBp65, and IκBα was detected in unstimulated cells after correction for multiple testing (Figure 5C,D; Table S2). To assess if the different phosphorylation of these targets would also lead to a change in the activation state of the NF‐κB/IκB pathway in monocytes treated with IL‐4, nuclear p65 was quantified by confocal microscopy in monocytes which were either left untreated or were treated for 24 h with IL‐4. Unstimulated monocytes showed significantly increased nuclear p65 signal after 24 h compared to IL‐4 treated cells (Figure 5E), which is in line with reports showing that phosphorylation of IκBα and NFκBp65 facilitates the transport of p65 into the nucleus.^30^ Taken together, these data suggest that IL‐4 promotes the survival of human monocytes in vitro and that stimulation with IL‐4 for 24 h leads to reduced phosphorylation of pro‐apoptotic intracellular pathways in these cells compared to cells left unstimulated.

**FIGURE 5:**
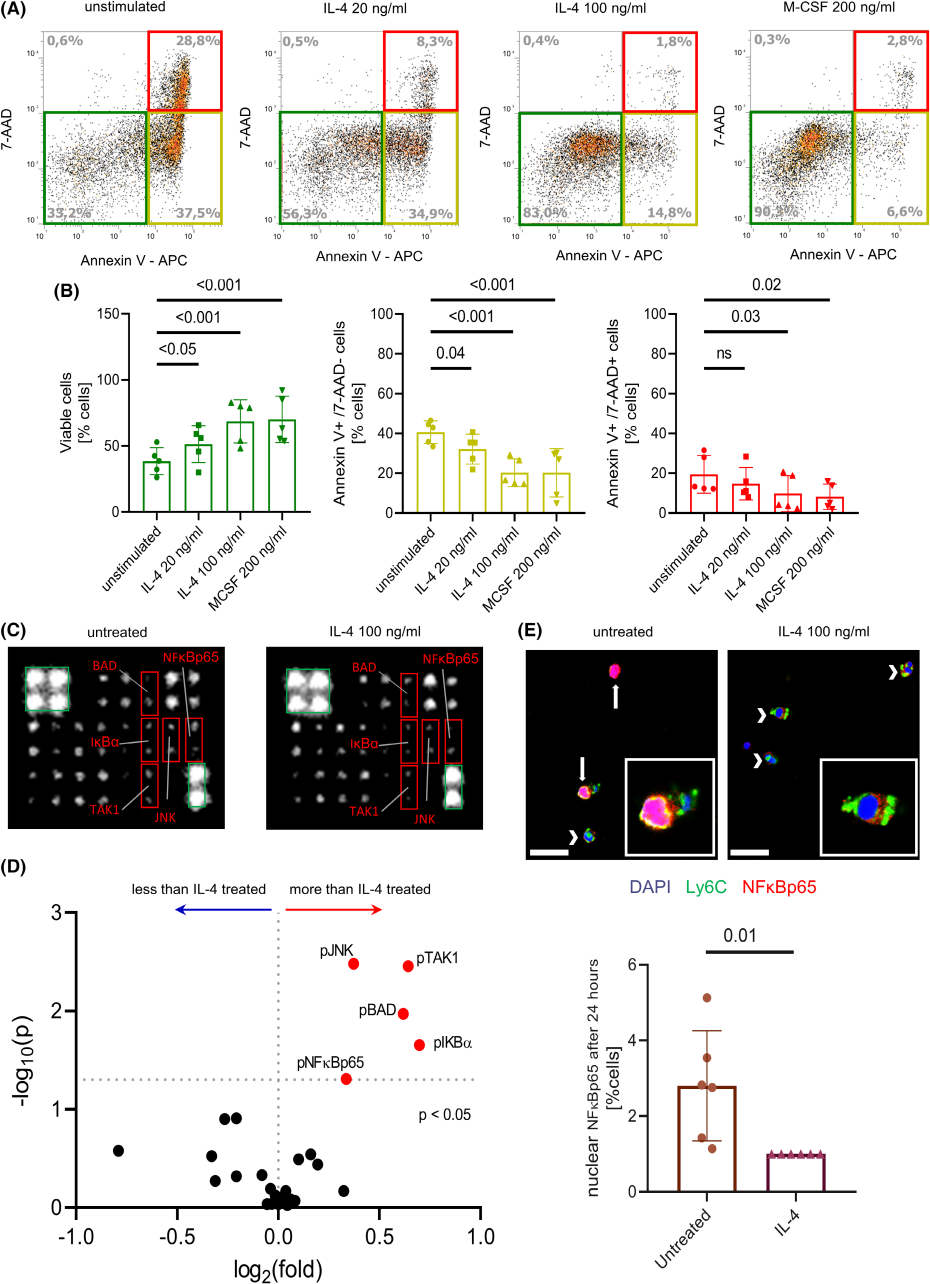
IL‐4 prevents apoptosis of human monocytes. (A,B) AnnexinV/7‐AAD staining of human monocytes. The colored boxes indicate viable (green), early apoptotic/necrotic (yellow), and late apoptotic/necrotic (red) cells (A). Flow cytometry analysis of the AnnexinV/7‐AAD staining (B). (*n* = 5 human donors, ns = not significant) (C,D) 19 signaling proteins involved in the apoptosis pathway were analyzed in lysates of human monocytes treated with 100 ng/ml IL‐4 for 24 h. Red boxes mark significantly regulated proteins, green boxes mark normalization controls (C, both images were adjusted for brightness and contrast equally). Volcano plot of the protein array, proteins of interest are labeled and marked with colors (D). (*n* = 4 human donors) (E) Confocal laser microscopy of the immunofluorescence staining and quantification of NFκBp65 in isolated human monocytes either left untreated or treated with 100 ng/ml IL‐4 for 24 h; scale bars = 20 μm. A 6× higher magnification of some cells is shown in the canvas for each condition. (*n* = 6 human donors).

### 3.6 IL‐4Rα signaling in monocytes directly regulates their lifespan in vivo

We next asked if the lifespan of circulating monocytes in IL‐4Rα^−/−^ mice is altered in vivo. Therefore, bromodeoxyuridine (BrdU) was administered to determine the kinetics of leukocyte subpopulations (Figure 6A). One hundred and twenty hours after BrdU injection a higher proportion of Ly6C^low^ monocytes in WT mice was still labeled with BrdU, compared to IL‐4Rα^−/−^ animals (Figure 6B). In general, the amount of BrdU^+^ Ly6C^low^ monocytes decreased significantly faster in IL‐4Rα‐deficient mice (Figure 6C). The lifespan of Ly6C^low^ monocytes at baseline in IL‐4Rα^−/−^ mice was reduced by 55%, compared to IL‐4Rα^+/+^ mice (Figures 6D and S3A). Similarly, Ly6C^high^ monocytes of IL‐4Rα‐deficient mice showed a 21% reduction in estimated lifespan (Figure 6E). The lifespan of granulocytes and lymphocytes in the blood was not significantly affected (Figure S3B) and no differences were found in the bone marrow (Figure S3C,D).

**FIGURE 6:**
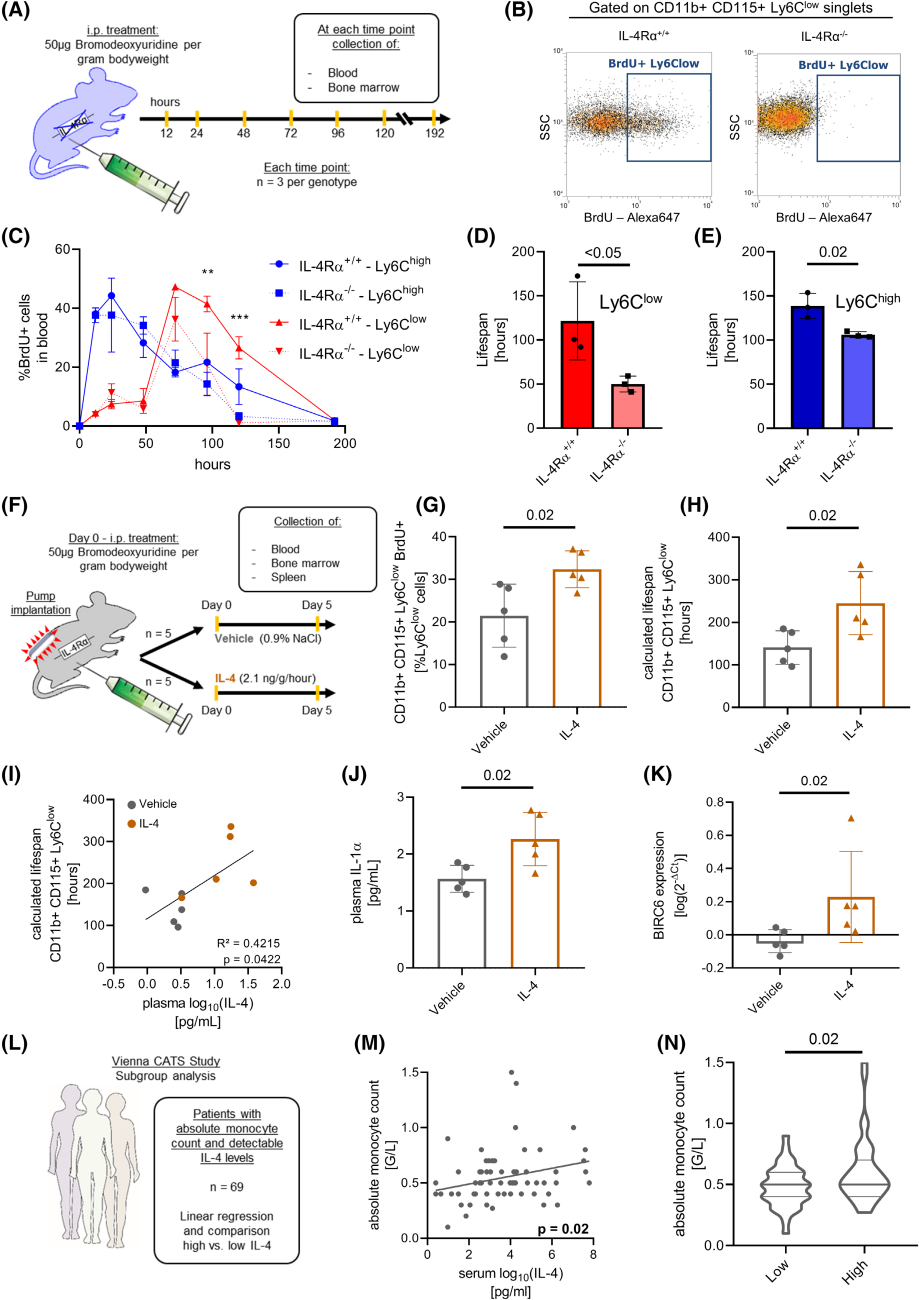
IL‐4Rα signaling in monocytes directly regulates their lifespan in vivo. (A–E) Experimental setup of lifespan measurement (A). Flow cytometry plot of BrdU signal 120 h after BrdU injection (B). Time kinetic of BrdU means ± SEM in monocytes in blood. Asterisks indicate significant differences in Ly6C^low^ subset between IL‐4Rα^+/+^ and IL‐4Rα^−/−^, calculated by two‐way ANOVA (C, **p < .01, ***p < .001). Calculated lifespan of the Ly6C^low^ (D) and Ly6C^high^ (E) monocyte subsets. (*n* = 3 per genotype and time point) IL‐4 application regulates lifespan of monocytes in vivo (F–K) Experimental setup of IL‐4 application (F). Flow cytometry analysis of BrdU signal in CD11b^+^CD115^+^Ly6C^low^ monocytes (G). Lifespan of Ly6C^low^ monocytes (H). Linear regression of plasma IL‐4 levels and lifespan of CD11b^+^CD115^+^Ly6C^low^ monocytes (I). IL‐1α in plasma (J). *BIRC6* expression in the spleen (K) (*n* = 5 per treatment). (L–N) Association of serum IL‐4 levels with absolute monocyte counts in humans (L). Linear regression of log_10_ (IL‐4) levels in serum with absolute monocyte counts (M). Violin plot of monocyte counts stratified by IL‐4 (*n* = 69 patients) (N).

We next examined if subcutaneous application of IL‐4 would prolong the lifespan of blood monocytes (Figure 6F). Subcutaneous IL‐4 treatment led to a steep increase in plasmatic IL‐4 levels (Figure S3E). In the IL‐4 treated group, a significantly greater amount of Ly6C^low^ monocytes was still labeled with BrdU, compared to the vehicle group (Figure 6G). IL‐4 treatment increased the lifespan of Ly6C^low^ monocytes to 174%, compared to vehicle‐treated animals (Figure 6H) and the calculated lifespan of Ly6C^low^ monocytes significantly correlated (*R* ^2^ = 0.4215) with the amount of IL‐4 in plasma (Figure 6I). Additionally, we measured increased levels of IL‐1α in plasma of mice treated with IL‐4 (Figure 6J). *BIRC6* mRNA expression in the spleen was significantly increased in mice treated with IL‐4 compared to the vehicle group (Figure 6K). When analyzing the BrdU content of bone marrow cells, we again did not observe any significant differences between IL‐4 or vehicle‐treated mice (Figure S3F). Of note, subcutaneous application of IL‐4 into mice prolonged the lifespan of Ly6C^low^ monocytes in WT mice. To summarize, the lifespan of monocytes together with the number of total circulating monocytes was reduced in mice lacking IL‐4Rα.

### 3.7 Monocyte numbers are associated with IL‐4 serum levels in humans

We evaluated a possible association of IL‐4 levels in serum with absolute blood monocyte counts in the study cohort of the Vienna Cancer and Thrombosis Study (CATS).^11^ Patients with available data on monocyte counts and IL‐4 levels at study baseline were included in this exploration, resulting in an analysis cohort of 458 patients (Figure S3G). Characteristics of the analysis cohort are provided in Table S3, and the distribution of monocyte counts and IL‐4 levels obtained at study baseline are shown in Figure S3H. We stratified the analysis cohort into patients with high IL‐4 levels (top 10%) and patients with low/undetectable IL‐4 levels (other 90%) for the comparison of monocyte counts in the total analysis cohort (*n* = 458). Patients with high levels of IL‐4 had significantly elevated blood levels of monocytes compared to patients with low IL‐4 levels (0.6 G/L [95%CI: 0.5–0.7] vs. 0.5 G/L [95%CI: 0.5–0.5], *p* = .044) (Figure S3I). We further studied the subgroup of patients with detectable IL‐4 levels (*n* = 69, 15% of the total analysis cohort) in detail (Figure 6L). A significant association between monocyte counts and IL‐4 levels was observed, with an increase in monocytes by 0.04 G/L (95%CI: 0.01–0.06, *p* = .023) per log_10_ increase in IL‐4 levels in this subgroup (Figure 6M). By stratifying the subgroup comparing patients with IL‐4 levels above the median (>21.87 pg/ml) to patients with levels at or below the median, we found that monocyte counts were significantly higher in patients with IL‐4 levels above the cut‐off (Figure 6N). Importantly, these two groups did not differ significantly in terms of age, sex, tumor type, diagnostic setting or the presence of metastatic disease (Table S4).

### 3.8 Lack of IL‐4Rα in myeloid cells leads to impaired recruitment of monocytes into the peritoneal cavity

Given the role of IL‐4Rα in the survival and regulation of circulating monocyte numbers in vivo, we next assessed if the observed decrease in monocytes impacts on their recruitment in a sterile peritonitis model (Figure 7A). The myeloid‐restricted IL‐4Rα knockout line was used to rule out additional effects of IL‐4 on the extravasation of leukocytes, for example by increasing endothelial permeability.^31^

**FIGURE 7:**
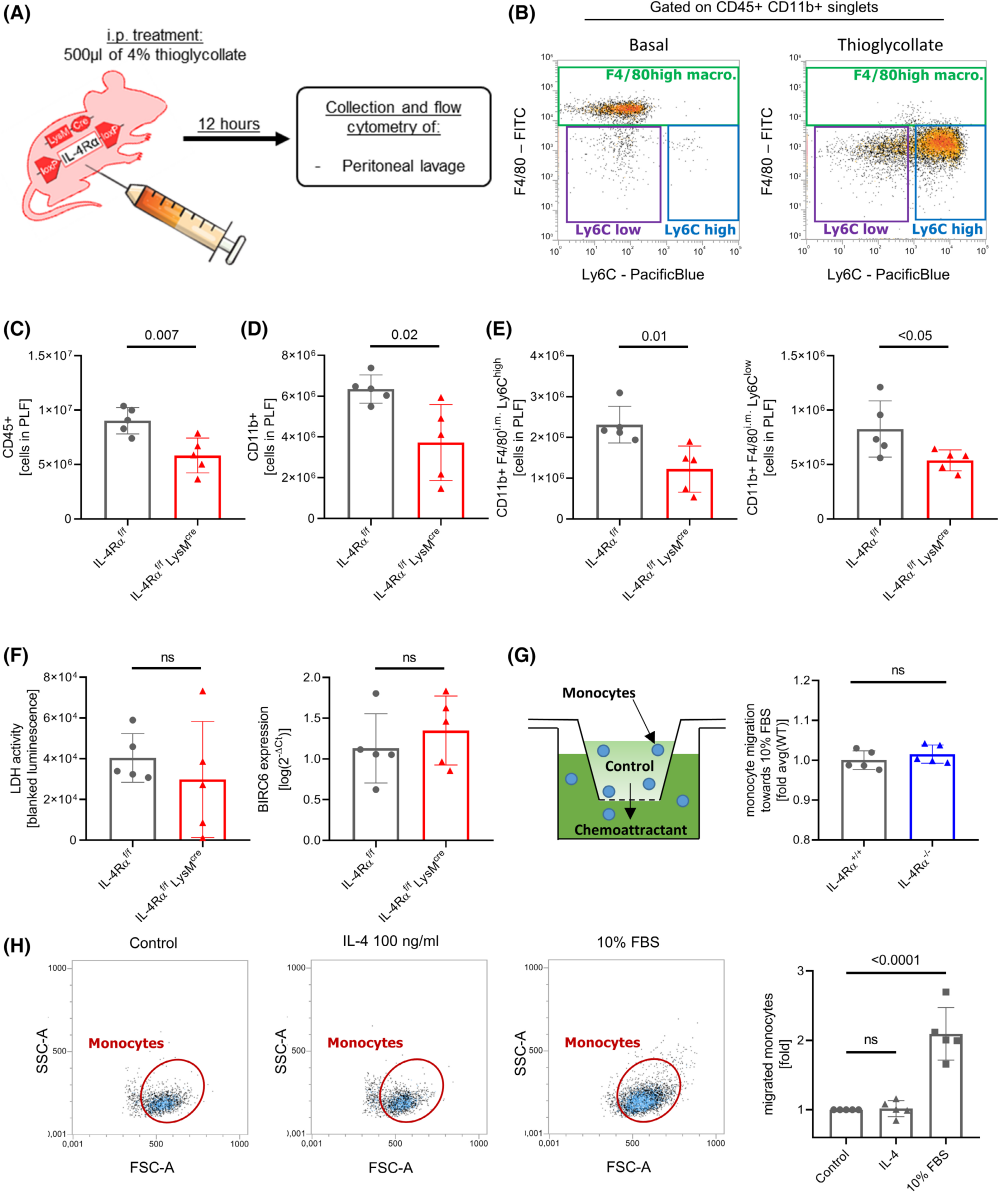
Lack of IL‐4Rα in myeloid cells leads to impaired recruitment of monocytes into the peritoneal cavity. (A) Experimental setup. (B) Representative flow cytometry plot of the peritoneal lavage fluids. (C–E) Flow cytometry analysis of absolute numbers of CD45^+^ leukocytes (C), CD11b^+^ myeloid cells (D), and monocyte subsets (E) in the peritoneal lavage fluid 12 h after thioglycollate injection. (*n* = 5 per group) (F) Assessment of cell death parameters in the peritoneal lavage fluid (PLF) of the thioglycollate experiment. Lactate dehydrogenase activity was measured in the supernatant of the PLF after centrifugation by measuring the luminescence signal of a specific substrate on a Promega GloMax reader (left). *BIRC6* gene expression was analyzed by qPCR in the lysate of the cell suspension of the PLF after centrifugation (right). (*n* = 5 per group) (G) Experimental setup of a Boyden chamber assay and assessment of the overall migratory capacity of murine monocytes from IL‐4Rα^−/−^ mice and WT littermates against 10% FBS in vitro using a commercial Boyden chamber assay. (*n* = 5 per group) (H) Representative flow cytometry plots and analysis of flow cytometry data of migration experiments using human isolated monocytes (*n* = 5 individual human donors).

Twelve hours after thioglycollate injection, Ly6C^high^ as well as Ly6C^low^ monocytes were recruited in significant numbers to the peritoneal cavity (Figure 7B). Compared to WT littermates, IL‐4Rα^f/f^ LysM^cre^ mice recruited 35% less CD45^+^ leukocytes over 12 h (Figure 7C). This reduction was due to a significantly impaired recruitment of CD11b^+^ leukocyte populations by 41% (Figure 7D), whereas no difference was observed for lymphoid CD11b^−^ cells (Figure S4A). In the CD11b^+^ cell population, Ly6C^high^ as well as Ly6C^low^ monocytes were significantly reduced by 47% and 35%, respectively (Figure 7E), whereas no significant difference was found in CD11b^+^Ly6G^+^ granulocytes (Figure S4B) or CD11b^+^F4/80^high^ macrophages (Figure S4C). To rule out that increased cell death would be responsible for the reduced amount of monocytes in peritoneal lavage fluid (PLF), we assessed lactate dehydrogenase activity as well as *BIRC6* expression in the lysate of the recovered PLF cells. No significant difference was observed between IL‐4Rα^f/f^ LysM^cre^ mice and their wild‐type littermates (Figure 7F).

We asked if the lack of IL‐4Rα would impact on the migratory capacity of monocytes compared to wild‐type littermates. Therefore, we examined the overall migratory capacity of murine monocytes from IL‐4Rα^−/−^ mice and WT littermates against 10% FBS in vitro using a Boyden chamber assay, but did not observe a significant difference between WT and knockout animals (Figure 7G). To evaluate if local IL‐4 would act as a chemotactic factor, influencing the recruitment of monocytes in our model, we studied migration of human IL‐4R competent monocytes toward IL‐4 and a positive control (10% FBS), but there was no significant difference in transmigrating cells between the IL‐4 group and the medium control (Figure 7H), ruling out a direct chemotactic effect of IL‐4 on monocytes.

Taken together, these results suggest, that less monocytes are found in the peritoneal cavity of IL‐4Rα mice in the thioglycollate model, without significant differences in markers of cell death in the immigrated cells or in the PLF. Furthermore, IL‐4 did not act as chemotactic factor on human monocytes, nor was the overall migratory capacity of monocytes lacking IL‐4Rα reduced in our Boyden chamber experiments.

## 4 DISCUSSION

While IL‐4 and IL‐13 are known to be involved in the T_helper_‐2 response in lymphocytes and also in the polarization of macrophages into an alternatively activated state,^32^, ^33^ we identified IL‐4Rα as an important receptor for monocyte lifespan. Lack of IL‐4R signaling by deletion of IL‐4Rα reduced the amount of circulating monocytes in vivo, accompanied by a reduction in plasmatic monocyte‐derived inflammatory cytokines. Furthermore, IL‐4Rα‐deficient monocytes accumulated in the spleen of mice, accompanied by increased monocyte death. IL‐4Rα‐deficient monocytes showed a diminished lifespan, whereas application of IL‐4 to WT mice increased the lifespan of these cells in vivo, suggesting that IL‐4 signaling regulates monocyte survival. It would be of great interest, to also study monocyte lifespan in IL‐4 deficient mice, as IL‐4 and IL‐13 are both involved in the activation of IL‐4R. Stimulation of human monocytes with IL‐4 prevented the induction of apoptosis in vitro. In a human clinical cohort, serum IL‐4 levels were significantly associated with monocyte counts in blood, supporting the role of IL‐4 receptor signaling in monocyte survival observed in our mouse experiments. Reduced circulating monocyte counts in IL‐4Rα‐deficient mice had also an impact on monocyte recruitment, as the accumulation of monocytes in the peritoneal cavity upon thioglycollate application was diminished. Thus, we describe an unexpected function of IL‐4Rα on monocytes during homeostasis, which could potentially be used to identify new therapeutic approaches in diseases with monocyte contribution.

Regulation of circulating monocyte numbers in vivo depends on a counterbalance of basal as well as chemokine‐stimulated generation and release of new cells from the bone marrow on the one hand and extravasation of monocytes or death of the cells on the other.^34^ We identified a regulatory mechanism involved in the maintenance of monocyte counts by showing that the amount of circulating monocytes is reduced in the absence of IL‐4Rα on these cells and that this reduction is caused by a diminished lifespan of IL‐4Rα‐deficient monocytes. Under steady state conditions, the amount of IL‐4 in the circulation is very low, compared to conditions such as parasite infections.^35^ However, knockout of IL‐4Rα reduced the lifespan of Ly6C^low^ monocytes in the circulation by 55% whereas additional subcutaneous application of IL‐4 further increased the lifespan to 175% compared to vehicle‐treated WT monocytes in our experiments. To analyze if the observed IL‐4 effect is physiologically relevant in humans, we determined IL‐4 serum levels and monocyte counts in a human clinical cohort. The concentration of IL‐4 in serum was significantly associated with the amount of circulating monocytes. This leads us to hypothesize that the mechanisms identified in mice could also play a role in monocyte homeostasis in humans. However, further studies are needed to verify the data from this human cohort, as there are some limitations regarding the human cohort used here in our paper: for example, the subjects were cancer patients and newly diagnosed as well as recurrent cancer patients were included in this cohort.

IL‐4/IL‐13 signaling is associated with an anti‐inflammatory phenotype in monocytes and macrophages.^36^ Interestingly, we found that knockout of IL‐4Rα signaling in monocytes led to reduced levels of inflammatory cytokines in the circulation during steady state. As stimulation with IL‐4 did not change the transcription levels of these cytokines in murine and human monocytes, we conclude that the reduction in overall monocyte count resulted in diminished plasmatic levels of monocyte‐derived cytokines. Our data are in line with other studies, identifying monocytes as contributors to IL‐1α and MCP‐1 plasma levels during homeostasis.^37^, ^38^

The exact mechanisms ultimately regulating the fate and death of monocytes in circulation are not yet completely elucidated. Swirski et al. showed, that the spleen harbors a reservoir of monocytes, which can be recruited to inflamed sites.^27^ When we analyzed different tissues in IL‐4Rα knockout mice, we found the amount of monocytes in spleens of IL‐4Rα‐deficient mice to be increased. Furthermore, genes involved in apoptotic pathways in the transcriptome of these cells were altered and we were able to identify markers of increased cell death in the splenic monocyte reservoir, pointing toward an increased turnover of monocytes in mice lacking IL‐4 receptor signaling. This observation was supported by our in vitro experiments using human monocytes, showing that stimulation with IL‐4 effectively prevented apoptosis. Similar to our finding, IL‐4 was shown in vitro to prevent apoptosis in basophil granulocytes.^39^

Monocyte recruitment into tissues is a common and important step in the propagation and progression of many inflammatory diseases, as they are found for example in peritoneal lavage fluid of patients with ascites.^40^ By showing that IL‐4Rα is critically involved in monocyte survival, we identify this receptor as a promising target in such inflammatory disease states. It should be noted that Type II IL‐4 receptors are also expressed on non‐hematopoietic cells^41^ and that IL‐4 signaling was also described to be involved in regulating vascular endothelial permeability.^31^ Therefore, future studies are warranted to evaluate the potential of targeting IL‐4 receptors on monocytes to therapeutically modulate their pathogenic effects in inflammatory diseases.

## AUTHOR CONTRIBUTIONS

Patrick Haider, Philipp J. Hohensinner, and Johann Wojta were involved in conceptualization, methodology, and project administration. Patrick Haider and Florian Moik were involved in formal analysis. Patrick Haider, Julia B. Kral‐Pointner, Manuel Salzmann, Florian Moik, Sonja Bleichert, Christoph Kaun, and Mira Brekalo were involved in investigation. Patrick Haider was involved in visualization. Johann Wojta, Ingrid Pabinger, Christine Brostjan, and Sylvia Knapp were involved in funding acquisition. Philipp J. Hohensinner and Johann Wojta were involved in supervision. Patrick Haider and Philipp J. Hohensinner were involved in writing—original draft. Waltraud C. Schrottmaier, Walter S. Speidl, Bruno K. Podesser, Kurt Huber, Sylvia Knapp, Frank Brombacher, Christine Brostjan, Cihan Ay, and Johann Wojta were involved in writing—review and editing.

## DISCLOSURES

The authors have stated explicitly that there is no conflict of interest in connection with this article.

## Supporting information

Appendix S1
Click here for additional data file.

## Data Availability

The RNAseq data and corresponding metadata are available in the Gene Expression Omnibus (GEO) database of NCBI under the accession number GSE168143. All other data that support the findings of this study are available from the corresponding author on request.

# Supplementary material for: Interleukin‐4 receptor alpha signaling regulates monocyte homeostasis
**Source:** FASEB J. 2022 Sep 5;36(10):e22532. doi: 10.1096/fj.202101672RR
**Supplement:** Supplementary file 1 — Appendix S1

**Supplementary Information for**

Interleukin-4 receptor alpha signaling regulates monocyte homeostasis

Patrick Haider,^1^ Julia B. Kral-Pointner,^1,2^ Manuel Salzmann,^1^ Florian Moik,^3^ Sonja Bleichert,^4^ Waltraud C. Schrottmaier,^5^ Christoph Kaun,^1^ Mira Brekalo,^1^ Michael B. Fischer,^6,7^ Walter S. Speidl,^1^ Christian Hengstenberg,^1^ Bruno K. Podesser,^2,8^ Kurt Huber,^9,10^ Ingrid Pabinger,^3^ Sylvia Knapp,^11^ Frank Brombacher,^12^ Christine Brostjan,^4^ Cihan Ay,^3^ Johann Wojta,^1,2,13^ Philipp J. Hohensinner^1,2,8^

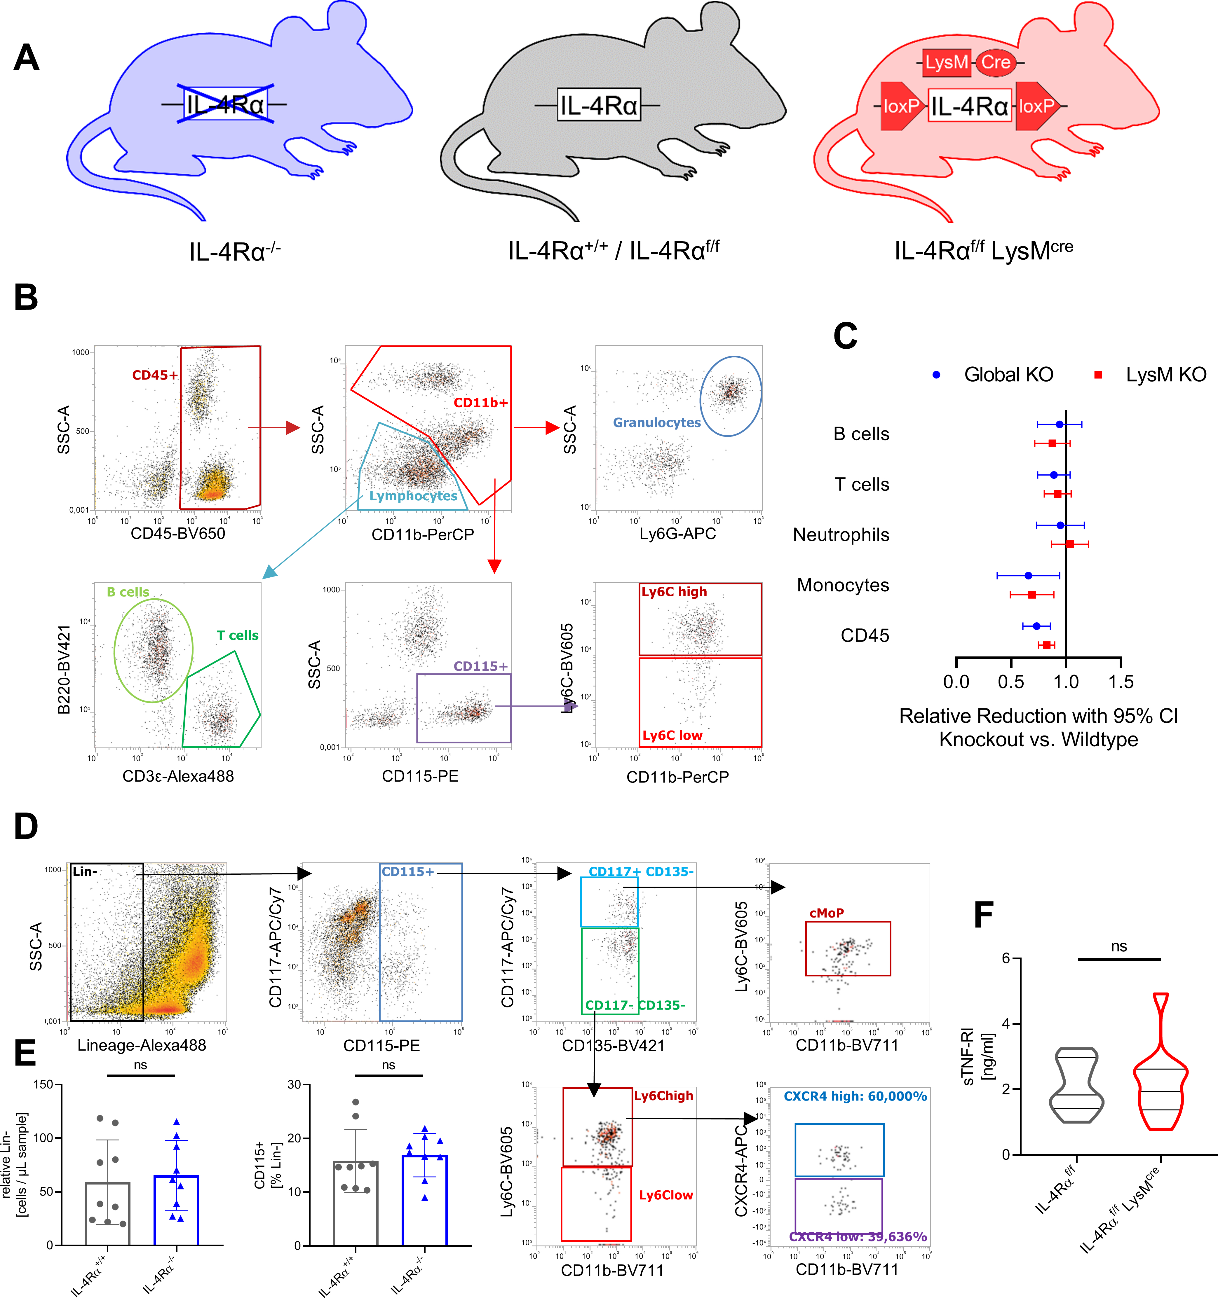

Supplemental Figure 1. Other circulating leukocyte populations are not reduced in IL-4Rα knockout mice. (A) Genetic scheme of mouse lines and respective controls. (B) Flow cytometric gating strategy for blood leukocyte populations. (C) Relative reduction of the different leukocyte populations with 95% confidence intervals in the blood of IL-4Rα^-/-^ and IL-4R^f/f^ LysM^cre^ from Figure 1 compared to their respective wildtype littermates. (D) Flow cytometric gating strategy for bone marrow monocytic lineage populations. (E) Flow cytometry analysis of relative amount of lineage- cells and CD115+ cells in the bone marrow of IL-4Rα^+/+^ and IL-4Rα^-/-^ mice (n = 9 per genotype). (F) Violin plot of sTNF-RI quantified in plasma of IL-4Rα^f/f^ and IL-4Rα^f/f^ LysM^cre^ mice (n = 18 per genotype, ns = not significant).

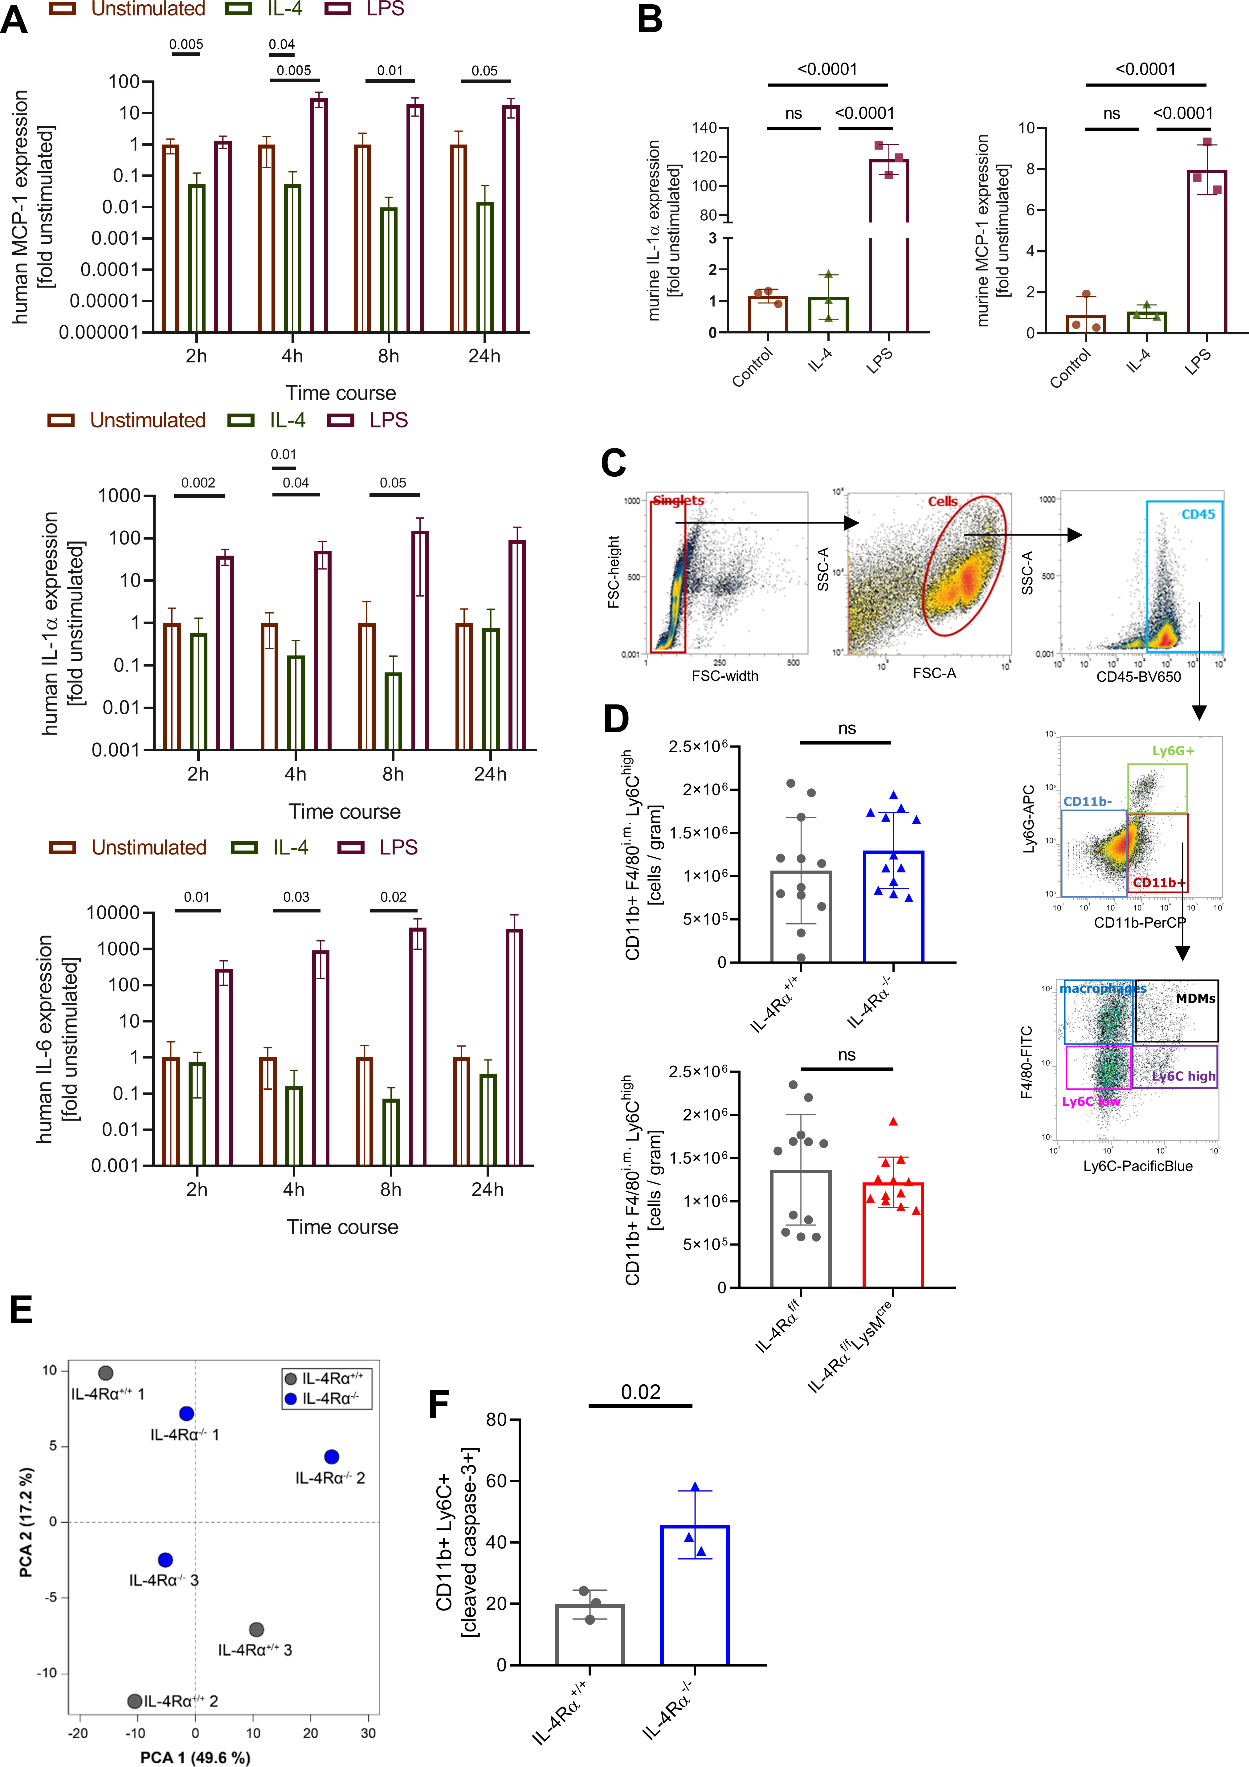

Supplemental Figure 2. Analysis of RNA expression in murine and human monocytes. (A) Time course of the expression of MCP-1, IL-1α and IL-6 mRNA measured by qPCR from isolated human monocytes either left unstimulated (Control) or stimulated for 2, 4, 8 or 24 hours with 100 ng/mL lipopolysaccharide (LPS) or IL-4 (n = 6 human donors). (B) Expression of IL-1α and MCP-1 mRNA measured by qPCR from isolated murine monocytes either left unstimulated (Control) or stimulated for 4 hours with 100 ng/mL lipopolysaccharide (LPS) or IL-4. (n = 3 C57BL/6J mice). (C) Flow cytometric gating strategy for splenic leukocyte populations. (D) Flow cytometry analysis of absolute numbers of CD11b^+^F4/80^i.m^Ly6C^high^ monocytes in the spleens of IL-4Rα^+/+^ and IL-4Rα^-/-^ mice (n = 12 per genotype) and IL-4Rα^f/f^ and IL-4Rα^f/f^ LysM^cre^ mice (n = 12 per genotype) (E) Plot of the first 2 dimensions of a principle component analysis, based on the reg_log_transf_counts data of isolated murine spleen monocytes from IL-4Rα^+/+^ and IL-4Rα^-/-^ mice. (n = 3 per genotype) (F) Flow cytometry analysis of cleaved caspase-3-positive CD11b^+^Ly6C^+^ monocytes in the spleens of IL-4Rα^+/+^ and IL-4Rα^-/-^ mice (n = 3 per genotype)

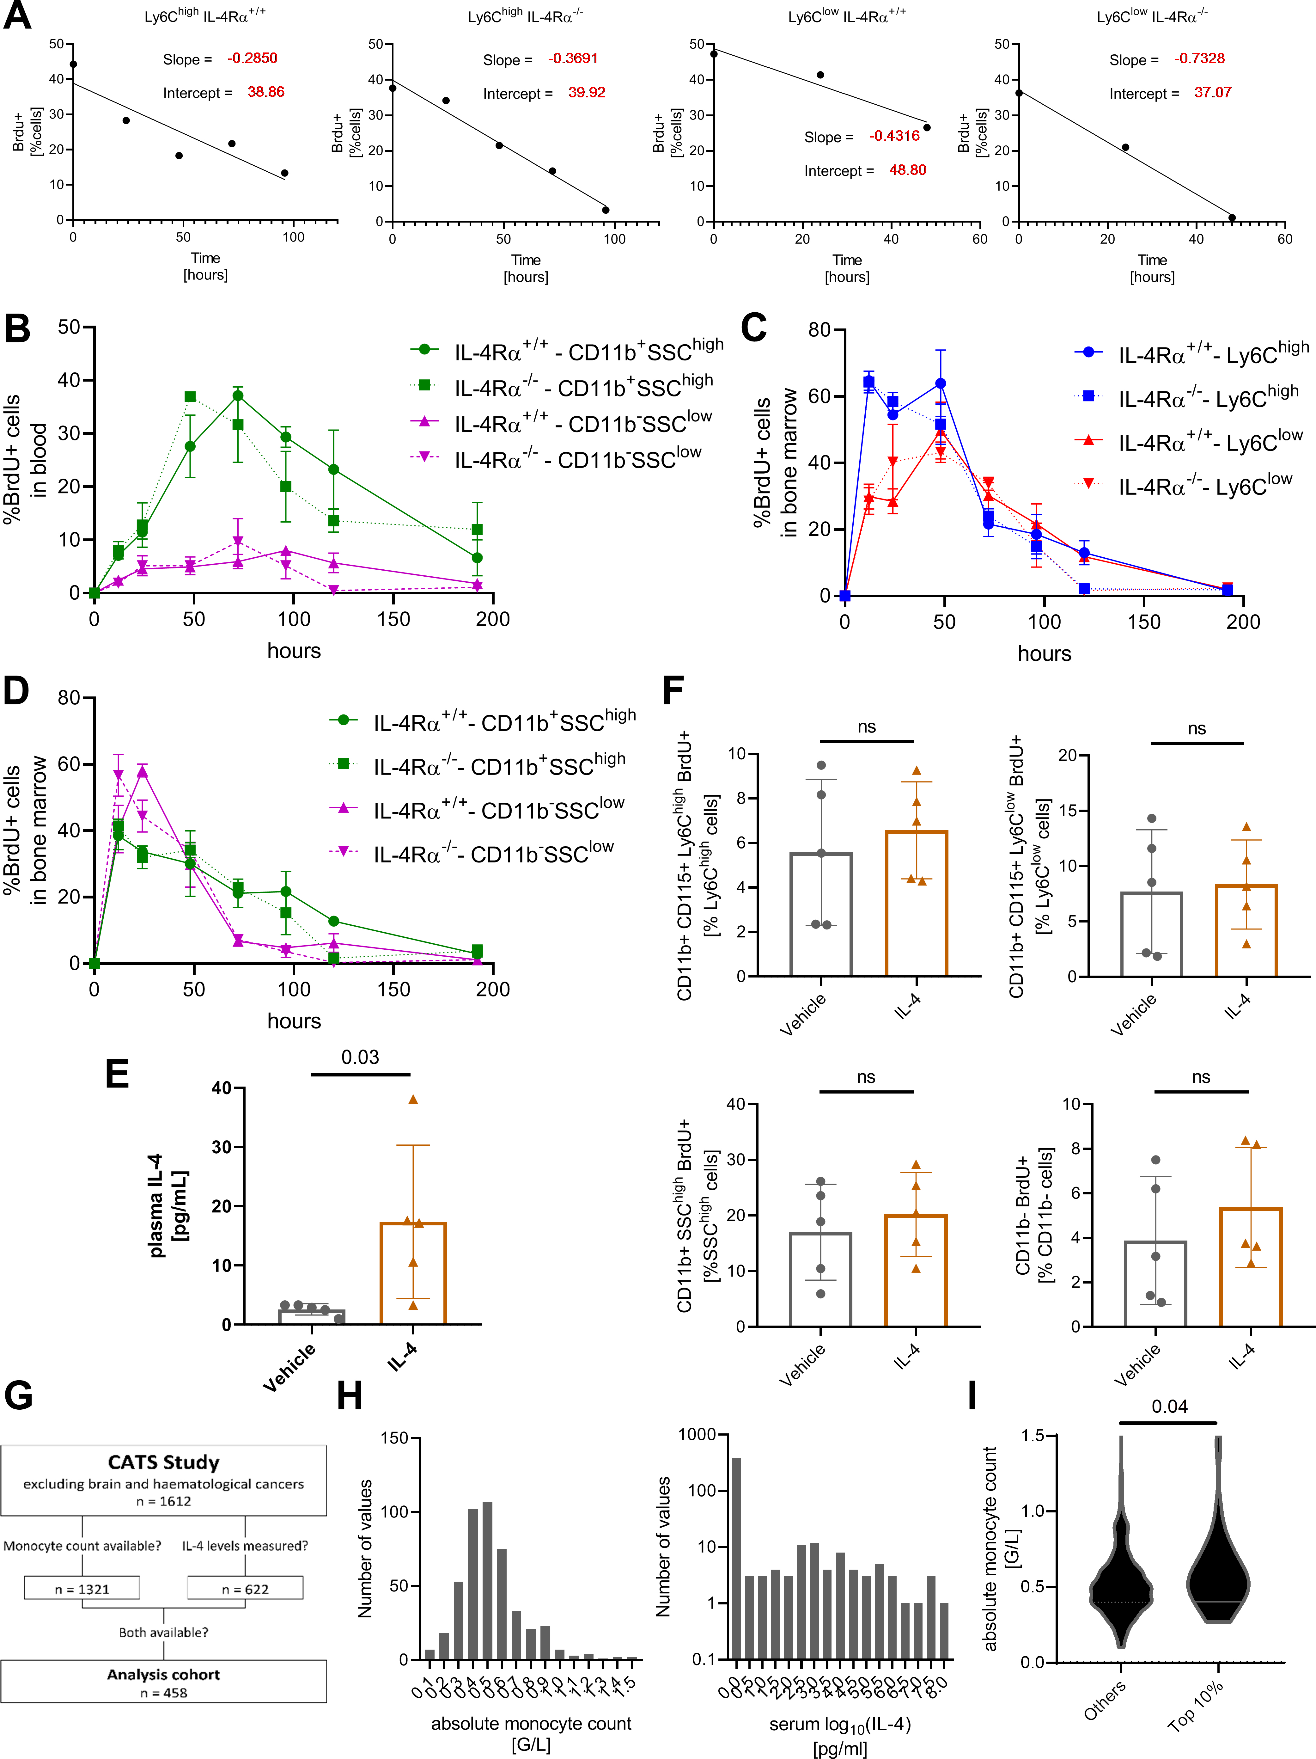

## Supplemental Figure 3. Knockout of IL-4Rα does not alter the lifespan of granulocytes or lymphocytes. (A) Linear regression for the slope curve of each monocyte subset and genotype. (n = 3 per genotype and time point) (B) Time kinetic graph of BrdU means ± s.e.m. in CD11b^+^SSC^high^ granulocytes and CD11b^-^SSC^low^ lymphocytes in the blood. (n = 3 per genotype and time point) (C and D) Time kinetic graph of BrdU means ± s.e.m. in monocyte subsets (C) as well as CD11b^+^SSC^high^ granulocytes and CD11b^-^SSC^low^ lymphocytes (D) in the bone marrow. (n = 3 per genotype and time point) (E) IL-4 quantified by ELISA in plasma of C57BL/6J mice. (n = 5 mice per group) (F) Flow cytometry analysis of BrdU signal in CD11b^+^CD115^+^ monocyte subsets as well as CD11b^+^SSC^high^ granulocytes and CD11b^-^SSC^low^ lymphocytes in the bone marrow of C57BL/6J mice. (n = 5 mice per group) (G) Flow diagram for patient inclusion from the Vienna CATS study. (H) Distribution of measured absolute monocyte counts (left) and IL-4 levels (right) in the analysis cohort (n = 458) patients. (I) Violin plot of absolute monocyte counts in the analysis cohort (n = 458), stratified by the amount of IL-4 per patient.

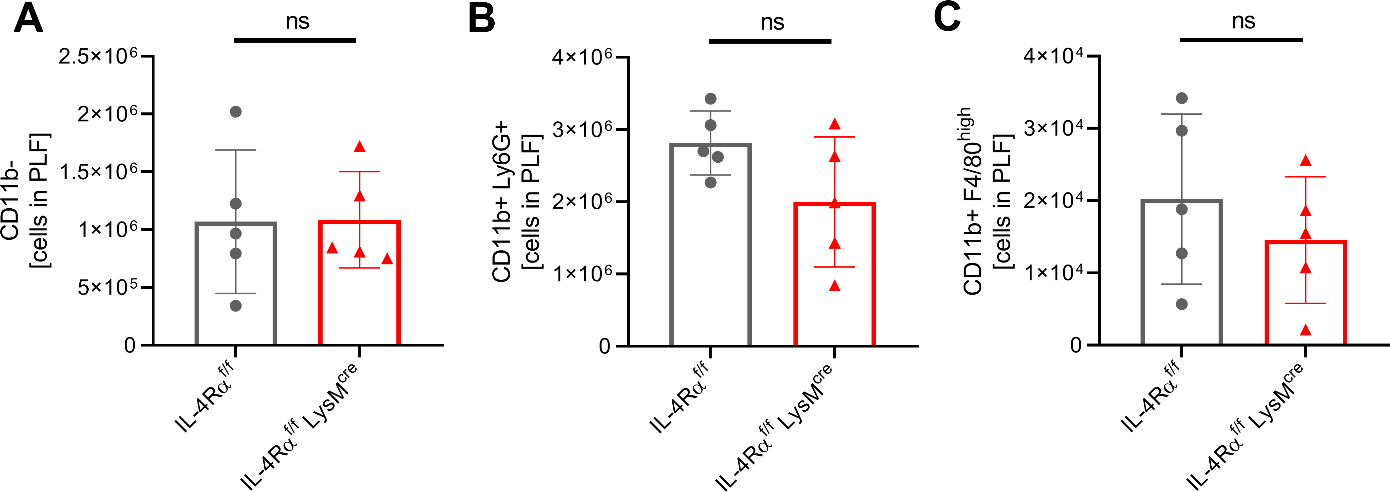

Supplemental Figure 4. Other leukocyte populations are not affected in sterile peritonitis model. (A - C) Flow cytometry analysis of absolute numbers of CD11b- lymphocytes (A), CD11b^+^Ly6G^+^ granulocytes (B) and CD11b^+^F4/80^high^ macrophages (C) in the peritoneal lavage fluid of IL-4Rα^f/f^ and IL-4Rα^f/f^ LysM^cre^ mice 12 hours after thioglycollate injection. (n = 5 mice per group)

Supplementary tables

Supplemental Table 1. Overview of the respective relative means of fold change and significances of the cytokine array in Figure 2. Bold p values indicate significantly different cytokines identified by t-test following post-hoc analysis for multiple testing.

| **Cytokine Array Data** | | **Analysis cohort (n = 4 per genotype)** | |
| --- | --- | --- | --- |
|  |  |  |  |
| **Cytokine** | | **Log2(fold)** | **-Log(p)** |
| IL_6 | | 0.206839 | 0.142903 |
| CD30L | | 0.195377 | 0.437838 |
| Eotaxin_2 | | 0.061966 | 0.081838 |
| IL_4 | | 0.011198 | 0.022175 |
| IL_12_p40_p70 | | 0.001939 | 0.003984 |
| IL_9 | | -0.02353 | 0.033807 |
| GM_CSF | | -0.03146 | 0.0386 |
| IL_7 | | -0.04045 | 0.030511 |
| IL_10 | | -0.04755 | 0.024635 |
| Eoxtaxin | | -0.05544 | 0.036571 |
| MIG | | -0.06173 | 0.028749 |
| MIP_1a | | -0.07306 | 0.053063 |
| IL_12_p70 | | -0.10254 | 0.087059 |
| LIX | | -0.11744 | 0.229894 |
| MIP_1y | | -0.13499 | 0.365144 |
| KC | | -0.16929 | 0.473614 |
| IL_2 | | -0.17731 | 0.173105 |
| RANTES | | -0.18298 | 0.1964 |
| TCA_3 | | -0.18637 | 0.467502 |
| Lymphotactin | | -0.19963 | 0.943034 |
| IFNy | | -0.20696 | 0.317618 |
| BLC | | -0.20751 | 0.908301 |
| IL_13 | | -0.23804 | 0.755738 |
| MCSF | | -0.23968 | 0.748513 |
| I_TAC | | -0.27366 | 0.326375 |
| sTNF_RII | | -0.28765 | 0.594948 |
| FasL | | -0.31195 | 0.270723 |
| TIMP_1 | | -0.31887 | 0.279336 |
| TECK | | -0.32163 | 0.478095 |
| Fractalkine | | -0.32897 | 0.523657 |
| MCP_1 | | -0.33133 | **2.137451** |
| IL_1a | | -0.37274 | **1.769092** |
| Leptin | | -0.38966 | 0.357483 |
| SDF_1 | | -0.42141 | 0.748698 |
| IL_1b | | -0.49923 | 0.720164 |
| TIMP_2 | | -0.55594 | 0.744909 |
| TNFa | | -0.57149 | 1.268508 |
| IL_17 | | -0.61135 | 0.931896 |
| sTNF_RI | | -0.66659 | **4.275724** |
| GCSF | | -0.79057 | 0.578269 |

Supplemental Table 2. Overview of the respective relative means of fold change and significances of the phosphorylated apoptosis pathway array in Figure 5. Bold p values indicate significantly different proteins identified by t-test following post-hoc analysis for multiple testing.

| **Phosphorylation Apoptosis Pathway**  **Array Data** | | **Analysis cohort (n = 4 per condition)** | |
| --- | --- | --- | --- |
|  |  |  |  |
| **Protein target** | | **Log2(fold)** | **-Log(p)** |
| IκBα (Ser32) | | 0.697973 | **1.653647** |
| TAK1 (Ser412) | | 0.642441 | **2.455932** |
| BAD (Ser112) | | 0.618702 | **1.970616** |
| JNK (Thr183/Tyr185) | | 0.372262 | **2.481486** |
| NFκBp65 (Ser536) | | 0.335656 | **1.308919** |
| HSP27 (Ser82) | | 0.323488 | 0.169925 |
| CD30L | | 0.195377 | 0.437838 |
| p38 (Thr180/Tyr182) | | 0.160431 | 0.541211 |
| Caspase7 (cleaved Asp198) | | 0.100204 | 0.492279 |
| ERK1/2 (T202/Y204 / Y185/Y187) | | 0.082265 | 0.06839 |
| SMAD2 (Ser245/250/255) | | 0.069837 | 0.06083 |
| Eotaxin_2 | | 0.061966 | 0.081838 |
| eIF2a (Ser51) | | 0.045265 | 0.025534 |
| p27 (Thr198) | | 0.036762 | 0.168386 |
| CHK2 (Thr68) | | 0.023094 | 0.112439 |
| ATM (Ser1981) | | 0.000811 | 0.03574 |
| p53 (Ser15) | | -0.01491 | 0.123609 |
| GM_CSF | | -0.03146 | 0.0386 |
| AKT (Ser473) | | -0.03847 | 0.190844 |
| Eoxtaxin | | -0.05544 | 0.036571 |
| Caspase3 (cleaved Asp175) | | -0.08104 | 0.330033 |
| CHK1 (Ser296) | | -0.08319 | 0.343231 |
| IFNy | | -0.20696 | 0.317618 |
| BLC | | -0.20751 | 0.908301 |
| PARP1 (cleaved Asp214/Gly215) | | -0.26512 | 0.900319 |
| FasL | | -0.31195 | 0.270723 |
| Fractalkine | | -0.32897 | 0.523657 |
| GCSF | | -0.79057 | 0.578269 |

Supplemental Table 3. Patient demographics.

| **Demographics CATS study** | | **Analysis cohort (n = 458)** | |
| --- | --- | --- | --- |
|  |  |  |  |
| **Metric variables** | | **Average** [Unit] | **Dispersion** [Unit] |
| Age, years | | 63 [median] | 56-69 [IQR] |
| Absolute monocyte count, % | | 0.53 [mean] | 0.22 [SD] |
| IL-4, ng/ml | | 31.2 [mean] | 207.6 [SD] |
|  |  |  |  |
| **Categorical variables** | |  | **Count (%)** |
| Sex |  |  |  |
|  | Female |  | 215 (47%) |
|  | Male |  | 243 (53%) |
| Tumor type |  |  |  |
|  | Breast |  | 106 (23%) |
|  | Colon |  | 83 (18%) |
|  | Prostate |  | 80 (17%) |
|  | Lung |  | 77 (17%) |
|  | Pancreas |  | 40 (9%) |
|  | Gastric |  | 24 (5%) |
|  | Renal |  | 18 (4%) |
|  | Other |  | 30 (7%) |
| Diagnosis |  |  |  |
|  | Newly diagnosed |  | 343 (75%) |
|  | Recurrent cancer |  | 115 (25%) |
| Metastatic cancer |  |  |  |
|  | Yes (i.e. Stage IV) |  | 219 (48%) |
|  | No |  | 237 (52%) |

Supplemental Table 4. Statistical analysis of subgroups stratified by IL-4 amounts.

| **Subgroup analysis** | | **Overall** | **Low** | **High** |  |
| --- | --- | --- | --- | --- | --- |
|  |  | **n = 69** | **n = 35** | **n = 34** | **p-value** |
|  |  |  |  |  |  |
| Age [mean (SD)] | | 64 (12) | 62 (10) | 65 (13) | 0.362 |
|  |  |  |  |  |  |
| Sex |  |  |  |  |  |
|  | Female | 49% | 47% | 53% | 0.717 |
|  | Male | 51% | 53% | 47% | / |
|  |  |  |  |  |  |
| Tumor type | | / | / | / | 0.295 |
|  | Breast | 17% | 12% | 23% | / |
|  | Colon | 25% | 26% | 23% | / |
|  | Prostate | 17% | 21% | 14% | / |
|  | Lung | 14% | 18% | 11% | / |
|  | Pancreas | 12% | 6% | 17% | / |
|  | Gastric | 4% | 8% | 0% | / |
|  | Renal | 4% | 6% | 3% | / |
|  | Other | 6% | 3% | 9% | / |
|  |  |  |  |  |  |
| Diagnosis | |  |  |  |  |
|  | Newly diagnosed | 70% | 71% | 69% | 0.856 |
|  | Recurrent cancer | 30% | 29% | 31% | / |
|  |  |  |  |  |  |
| Metastatic cancer | |  |  |  |  |
|  | Yes (i.e. Stage IV) | 53% | 53% | 54% | 0.911 |
|  | No | 47% | 47% | 46% | / |

How the deposited data were processed for this re-analysis (not part of the article)

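RNA sequencing of splenic monocytes from 6 mice was analysed, with 3 mice per genotype and 1 library per mouse. The authors aligned single-end reads of 75 bp to the GRCm38 mouse genome with STAR and counted the uniquely mapped reads on each gene of the Gencode annotation. The authors deposited these counts, 1 column per library, as raw counts without normalization. Which strand column of STAR's output was kept is not named, so genes that overlap another gene are uncertain. STAR's summary lines for unmapped, multimapping, unassigned and ambiguous reads were left out of every test.

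Each library held 26807281 to 29033297 reads counted on genes. At that depth 1 count was 0.0378 CPM in IL‐4Rα+/+ replicate 3, the library with the fewest reads, and a gene was taken as not seen at 3 counts or fewer. Gene symbols, positions, transcript lengths and GC content came from a Gencode release close to the one the authors used, and 55240 of the 55421 gene identifiers were found in it. The libraries were grouped by genotype only. All 6 libraries were used, and none was left out except where the alternatives say so.

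Genes were kept by edgeR's filterByExpr with a minimum count of 10, which left 13849 genes. They were normalized by TMM and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with Benjamini-Hochberg adjustment and the paper's threshold of 0.15. The standard errors of log2 fold changes came from the same test. DESeq2 1.42.0, a later version of the paper's tool, was run at the same threshold with its default filter, which is set for 0.1. Principal components and the values of single genes on the rlog scale used DESeq2's rlog without the genotype, with the 500 most variable genes for the components. Hand-written lists of genes were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2, an inter-gene correlation of 0.01, adjustment over the 15 lists and a threshold of 0.05. Single values were compared by a two-sided exact permutation test over the 20 labelings of 3 against 3, whose smallest p-value is 0.10. Trends of counts with transcript length or GC content were fitted in each library by a loess curve with a span of 0.5.

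The replicate numbers of the 2 genotypes were tested as a block, since they could mark pairs. Same-numbered libraries had a correlation of -0.147 in their deviations from the group means, over 13849 genes. The unpaired test was therefore kept and the block is given beside it.

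The tests, the lists, the genes to be named and most alternatives were set before the data were examined. The genes to be named were *Il4ra*, each gene the paper names for this experiment, the 10 genes with the smallest adjusted p-values, any gene called within 10 Mb of *Il4ra*, and the genes of the plasma proteins the paper measured. The alternatives changed the normalization, the test, the filter, the threshold, covariates, the block, the removal of trends with length or GC content, the members of a list and the window around *Il4ra*, and left out each mouse in turn. The alternatives within DESeq2, edgeR's likelihood ratio, exact and robust tests, edgeR's newer dispersion estimate, the *Xist* covariate, the list of pancreatic enzymes, the removal of the length trend from the gene lists and the length trend among well expressed genes were chosen after seeing the data.

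The steps were tested on simulated data, in which 200 genes with a 4-fold change were planted. edgeR recovered 88.5% of them and called 35 other genes, and DESeq2 recovered 88.5% and called 103 other genes. Each simulated gene was drawn independently, so no variation between mice was shared by many genes. The planted changes were also larger than the log2 fold changes of -0.46 for *Birc6* and -0.73 for *Ern1*. The share recovered therefore does not give the power of either tool in the real data. With a trend with transcript length added to the simulated data, edgeR called 283 other genes and DESeq2 710. After that trend was removed, they called 31 and 120 other genes. The added trend gave a rank correlation of -0.543 with edgeR, stronger than in the real data. The KEGG and GO gene sets were left out because they were not at hand. Flow cytometry, protein, cytokine and histology experiments were left out since they were not analysed here.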

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

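In this part, the tests of DESeq2's genes, of how the markers of a list vary together and of the pancreatic enzymes were chosen only after the results were seen. No biological explanation was tested beyond the genotype itself.

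Some lists of markers of other cells, which the paper does not report on, were higher in IL‐4Rα-/- libraries. The 22 erythroid markers tested rose by 1.55 in mean log2 CPM, with 22 of 22 genes higher (camera, adjusted p = 3.17e-10). The 12 eosinophil, basophil and mast cell markers rose by 1.38, with 11 genes higher (camera, adjusted p = 1.07e-06). The 12 red pulp macrophage markers rose by 0.47, with 11 genes higher (camera, adjusted p = 3.15e-05). For each of these lists all 3 IL‐4Rα-/- libraries lay above all 3 IL‐4Rα+/+ libraries (exact permutation test, p = 0.10, the smallest possible). When 1 mouse was left out, the differences of these lists were 1.06 to 1.80, 1.03 to 1.60 and 0.27 to 0.64 in the same order. The B and plasma cell markers rose by 0.26 with overlap, with 16 genes higher and 3 lower (camera, adjusted p = 0.227). *Igha* was not on that list, so the list does not decide which cells the reads of *Igha* came from. With the replicate block, at a correlation of same-numbered libraries of -0.147, the adjusted p-values were 2.21e-14, 4.63e-09, 9.47e-06 and 0.25 in the order given. No list passed limma's fry test (0 lists at an adjusted p-value under 0.05, and 1 at an unadjusted p-value under 0.05). The camera p-values above assume a correlation of 0.01 between the genes of a list. With camera's estimated correlation 0 lists passed, and 0 had an unadjusted p-value under 0.05. A candidate explanation for the raised lists is RNA from such cells left after the negative selection. Not every list of other cells rose in this way. The dendritic cell markers differed by -0.03 and the T and NK cell markers by 0.07 (camera, adjusted p = 0.848 for each). The megakaryocyte and platelet markers rose by 0.47 with overlap (camera, adjusted p = 0.208). Within a genotype the markers varied together, with mean correlations of 0.527 for the erythroid, 0.348 for the eosinophil, basophil and mast cell and 0.593 for the red pulp macrophage list, above at least 99.76% of 10000 random lists matched on expression. The apoptosis inhibitors, at a mean correlation of 0.485, were also above nearly all random lists, so this test does not single out other cells. A change of these genes within monocytes cannot be told apart from other cells in the preparation.

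Log2 fold changes fell with transcript length, which the paper does not report on. The rank correlation over the genes tested was -0.250, and it was -0.255 with the replicate block, whose same-numbered libraries had a correlation of -0.147. It was -0.395 among genes with a mean log2 CPM above 2, and -0.0875 with DESeq2, which includes genes with few counts. The shortest 10% of transcripts had a median log2 fold change of 0.12 and the longest 10% of -0.14. Among the 4 splits of the libraries that part all same-numbered pairs, 1 split, the real one, gave so large a correlation, and none of the other 6 splits, which part only 1 pair, did. The real split was thus 1 of 10, the smallest share that 10 splits can give, so a difference between the genotypes cannot be told apart from the grouping of the libraries. IL‐4Rα-/- libraries also had fewer reads outside annotated genes, with 8.87% to 9.68% against 10.3% to 11.7%, and more reads mapped to several places, with 9.03% to 9.36% against 8.30% to 8.86%. The rank correlation of each library's counts, relative to the mean of the libraries, with GC content was 0.0229 to 0.0436 against -0.0895 to 0.00019. Each of these measures parted the genotypes without overlap (exact permutation test, p = 0.10, the smallest possible). Other measures of the libraries overlapped between the genotypes. They were the share of reads in the most abundant genes, the mitochondrial share and the TMM factor (exact permutation test, p = 0.7, 0.5 and 0.4). A length bias between the groups of libraries may explain part of the genes called lower, since 12 of the 41 genes that DESeq2 called lower remained after the length trend was removed. Of the 39 called higher, 12 remained too, so the loss was not confined to the lower genes. The genes that remained are not fully explained by such a bias. A true loss of long transcripts in IL‐4Rα-/- monocytes would give the same trend, and the correction would remove it as well.

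Genes of pancreatic enzymes, which the paper does not discuss, summed to 492 CPM in IL‐4Rα-/- replicate 2, against 13.4 to 71.4 CPM in the other libraries. All 29 had counts in IL‐4Rα-/- replicate 2, against 8 to 26 of them in the others. In IL‐4Rα+/+ replicates 2 and 3 and IL‐4Rα-/- replicate 3, most of the summed counts (460, 356 and 670) came from *Cela1* (380, 273 and 576), so the set as a whole was not present there. The list was made after 9 such genes were seen among the 30 strongest loadings of component 1. Of 18 other pancreatic enzyme genes with enough counts, 17 were highest in IL‐4Rα-/- replicate 2, as they would be if pancreas tissue was taken with the spleen, which is a hypothesis. DESeq2 called 0 of the 29 genes.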

How the results depend on the processing

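In this part, the settings within DESeq2, edgeR's likelihood ratio and exact tests, the later sets of genes near *Il4ra* and the removed length trend of lists were chosen after seeing the data. Except where stated, the cause was not tested.

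Against 0 genes by edgeR's quasi-likelihood test (1120 at an unadjusted p-value under 0.05), DESeq2 called 80 genes (1208 at an unadjusted p-value under 0.05), edgeR's likelihood ratio test 14 and edgeR's exact test 14. All other settings of edgeR and limma, and the 6 edgeR fits that left out 1 mouse each, called 0 genes, with 294 to 1724 genes at an unadjusted p-value under 0.05. With DESeq2, log2 fold changes hardly moved but passed the threshold, at -1.67 for *Il4ra*, -0.46 for *Birc6*, -0.73 for *Ern1*, 0.54 for *Cd86* and 1.18 for *Cdh1*. With the likelihood ratio and exact tests *Il4ra* (-1.67) and *Ern1* (-0.73) passed, and *Birc6*, *Cd86* and *Cdh1* did not.

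Against DESeq2's 80 genes, of which 39 were higher and 41 lower, 25 were called after the transcript length trend was removed (12 higher, 13 lower), 44 with the replicate block (34 higher, 10 lower, 24 shared with the 80), at a correlation of same-numbered libraries of -0.147, and 33 with both (22 higher, 11 lower). Component 1 as a covariate gave 153 genes (73 higher, 80 lower), the erythroid marker score 18 (14 higher, 4 lower, 6 shared) and *Xist* 45 (27 higher, 18 lower). Leaving out 1 mouse gave 19 to 438 genes. Removing the GC trend gave 100 genes (34 higher, 66 lower). The balance of higher and lower genes thus depended on the setting.

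The share of variance between genotypes ran from 12.8% to 27.3% when 1 mouse was left out. Of the 15 lists, 7 passed with camera, 0 with fry (1 at an unadjusted p-value under 0.05) and 0 with camera's estimated correlation (0 at an unadjusted p-value under 0.05). Near *Il4ra*, where edgeR called 0 genes, DESeq2 called 4, with 3 within 5 Mb, 4 within 20 Mb, 4 after the length trend was removed 2 without *Gdpd3* and *Ypel3* and 2 without any gene the paper names, and 22 had an unadjusted p-value under 0.05 with edgeR.

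Some lists changed direction. The T and NK cell difference was -0.0027 with the length trend removed, against 0.07. Leaving out 1 mouse gave differences of -0.34 to 0.0096 for apoptosis inhibitors, -0.41 to 0.75 for B and plasma cells, -0.21 to 0.21 for dendritic cells, -0.061 to 0.19 for IL-4 response genes, -0.21 to 0.060 for interferon gamma response genes, -0.0059 to 0.87 for Ly6C high monocytes and -0.45 to 0.63 for T and NK cells.

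Among other named genes with edgeR, named genes with DESeq2 and single lists, 66 results were weaker and 39 stronger across settings, and 53 were weaker and 6 stronger when 1 mouse was left out. Of the variance shares of components 1 and 2 and the correlation of fold changes with transcript length, 5 values moved across settings and 9 when 1 mouse was left out. Of all these results, 535 across settings and 276 when 1 mouse was left out kept their direction and side of the threshold, or moved by less than their spread. For genes that edgeR did not call this leaves room for large shifts, and with the erythroid marker score the log2 fold change went from 2.17 to 0.35 for *Slc4a1* and from -3.2 to -0.31 for *Igkv1-88*.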

Differences from the paper's values

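None of the tests in this part was chosen after the result was seen except where stated.

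The paper gives 82 differentially expressed genes, and edgeR's quasi-likelihood test called 0 (1120 at an unadjusted p-value under 0.05). Of the alternatives set before the data were examined, DESeq2, which the paper's methods name, gave 80 genes, and none of the others closed the gap. Among the 15 settings of DESeq2 chosen after seeing the values, 5 came within 1.5 times of the paper's count, with 78 genes with the filter set for the threshold of 0.15 (78 shared with the 80), 76 with thinned counts (73 shared), 100 with the GC trend removed (73 shared), 89 without IL‐4Rα+/+ replicate 1 (38 shared) and 113 without IL‐4Rα-/- replicate 3 (45 shared). The others gave 25 with the transcript length trend removed, 44 with the replicate block, at a correlation of same-numbered libraries of -0.147, 33 with both, 153 with component 1, 18 with the erythroid marker score and 45 with *Xist* as a covariate, and 19, 438, 20 and 49 without IL‐4Rα+/+ replicates 2 and 3 and IL‐4Rα-/- replicates 1 and 2.

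For the rlog values the paper gives p-values of about 0.02 for *Cd86* and about 0.002 for *Cdh1* in Figure 3G, and about 0.01 for *Ern1* and about 0.02 for *Birc6* in Figure 3H, all read by eye. The two-sided exact permutation test gave 0.10 for each, the smallest p-value it can give for 3 mice against 3. None of the alternatives set before the data were examined closed the gap, and none was able to, since each used this test or the exact sign flip test, whose smallest p-value is 0.25. The p-values therefore come from tests that cannot be compared, and the gap says nothing about the values of the genes. The test behind the paper's p-values was not run here.

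The paper calls *Il4ra*, *Cd86*, *Cdh1*, *Ern1*, *Birc6* and the other genes that Figure 3C names, and edgeR's quasi-likelihood test gave an adjusted p-value of 0.618 for each of the 20 it tested. DESeq2 called all 22. edgeR's likelihood ratio and exact tests, both chosen after seeing the values, called *Il4ra* (adjusted p = 0.0837 and 0.0917), *Ern1* (adjusted p = 0.0837 and 0.0917), *Gdpd3*, *Ypel3*, *Map3k15*, *Itga4*, *Igha*, *Clec4n*, *Atp9a*, *Ighv1-76* and *Ypel4*. Over the alternatives to edgeR's test the adjusted p-value of *Il4ra* lay between 0.0111 and 0.994, and that of *Ern1* between 0.0205 and 0.994.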

Other observations

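In this part, the tests of genes near *Il4ra* under later criteria, of thinned counts, of GC factors in DESeq2, of the splits of anything but edgeR's calls and of component 1 were chosen only after the results were seen.

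*Splits of the libraries.* The real split was compared with the 4 splits, itself included, that part all same-numbered pairs. edgeR called 0 genes in each, so 4 of 4 were as large, which any split would be against a count of 0. At an unadjusted p-value under 0.05, 2 of 4 gave as many genes as the real split's 1120, and the others gave 118 to 1850. DESeq2 gave as many as 80 genes in 3 of 4, and the others gave 4 to 640. For the lists past camera's threshold it was 2 of 4. The other 6 splits part only 1 pair, and there DESeq2 called 1 to 868 genes. Over all 10 splits, 5 gave as many genes with DESeq2, 3 as many genes at an unadjusted p-value under 0.05 and 3 as many lists. The counts from the genotypes thus did not stand out among those from other groupings of the same libraries.

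*Genes near the targeted allele.* In a knockout made with a targeted allele, DNA of the donor strain around the gene could carry variants that change its neighbours. Within 10 Mb of *Il4ra*, DESeq2 called 4 of 196 genes, against 75 of 13806 elsewhere (Fisher's exact test, p = 0.0248). They were *Smg1*, *Gdpd3*, *Ypel3* and *Tbx6*, all lower in IL‐4Rα-/- monocytes. *Gdpd3*, *Ypel3* and *Tbx6* lie close together, between 126766334 and 126785560 on chromosome 7. Fisher's exact test takes genes as independent, which such neighbours may not be, so the p-values given here may be too small. The question came from *Gdpd3* and *Ypel3* in Figure 3C, and without them it was 2 of 194 (Fisher's exact test, p = 0.289), although the other genes the paper names stayed among the 75. That test still counted *Tbx6*, which lies close to both. When every gene the paper names was left out on both sides, it was 2 of 194 against 56 of 13787 (Fisher's exact test, p = 0.192). At an unadjusted p-value under 0.05 with edgeR it was 22 of 196 against 1097 of 13652 (Fisher's exact test, p = 0.112). With the transcript length trend removed, DESeq2 called 4 of 228 genes in the window against 20 of 16117 elsewhere (Fisher's exact test, p = 3.15e-04), again with *Gdpd3* and *Ypel3* among them. Within 5 Mb DESeq2 called 3 of 141 genes, against 76 of 13861 elsewhere (Fisher's exact test, p = 0.0454). Within 20 Mb it was 4 of 354 against 75 of 13648 (Fisher's exact test, p = 0.140). The share near *Il4ra* was thus higher in each of these tests. It was not past 0.05 in those that left out the genes that raised the question, with the edgeR genes or within 20 Mb. Donor DNA therefore remains open as a hypothesis and cannot be told apart from an effect of the lost receptor.

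*Library size and GC content.* With every library thinned to the size of the smallest, DESeq2 called 76 genes, of which 73 were among the 80, so a difference in library size did not account for its calls. Log2 fold changes had a rank correlation of 0.0647 with GC content, and 2 of the 4 splits gave one as large. With the GC trend removed, DESeq2 called 100 genes, of which 73 were among the 80.

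*Component 1.* The genes of the X and Y chromosomes given below load on component 1. Computed without the markers, component 1 followed the difference between Ly6C high and Ly6C low monocyte markers over the 6 libraries (r = 0.909, exact permutation test, p = 0.00833), and by ranks the correlation was 0.771 (exact permutation test, p = 0.103). Over the 4 libraries left without the farthest ones r was 0.827 (exact permutation test, p = 0.25). The share of Ly6C high monocytes in each preparation is a candidate explanation of component 1, as a hypothesis.

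*Other lists past camera's threshold.* The 15 neutrophil markers tested rose by 1.33 in mean log2 CPM, with 14 genes higher (camera, adjusted p = 3.77e-05, and 1.12e-04 with the replicate block at a correlation of same-numbered libraries of -0.147). The 15 Ly6C low monocyte markers fell by 0.40, with 15 genes lower (camera, adjusted p = 0.0159, and 0.00666 with the block). When 1 mouse was left out, the difference of the Ly6C low list lay between -0.78 and -0.013 (camera, adjusted p up to 0.659). Its fall thus depended on single mice. That of the neutrophil list lay between 0.85 and 1.74. The genotypes overlapped in both lists (exact permutation test, p = 0.2 and p = 0.5).

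*Genes of the X and Y chromosomes.* *Xist* had 15739, 103 and 1 counts in IL‐4Rα+/+ replicates 1, 2 and 3, and 1, 4 and 13512 counts in IL‐4Rα-/- replicates 1, 2 and 3. *Ddx3y* had 0, 4112 and 3601 counts in IL‐4Rα+/+ replicates and 3670, 3239 and 3 in IL‐4Rα-/- replicates. Each genotype thus had 1 library with *Xist* and hardly any *Ddx3y* counts.

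*Genes of plasma proteins the paper measured.* The log2 fold change in monocytes was 0.53 (standard error 0.32) for *Il1a*, 0.87 (standard error 0.76) for *Ccl2*, 0.32 (standard error 0.42) for *Il6* and 0.12 (standard error 0.12) for *Tnfrsf1a*. The adjusted p-values from edgeR's quasi-likelihood test were 0.656, 0.739, 0.812 and 0.762, and with the replicate block, at a correlation of same-numbered libraries of -0.147, they were 0.812, 0.836, 0.861 and 0.850.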
